# *Butyrivibrio hungatei* MB2003 Competes Effectively for Soluble Sugars Released by *Butyrivibrio proteoclasticus* B316^T^ during Growth on Xylan or Pectin

**DOI:** 10.1128/AEM.02056-18

**Published:** 2019-01-23

**Authors:** Nikola Palevich, William J. Kelly, Siva Ganesh, Jasna Rakonjac, Graeme T. Attwood

**Keywords:** *Butyrivibrio*, CAZy, rumen, bacteria, genome analysis, pectin, sugar ABC transport system, transcriptome, xylan

## Abstract

Rumen bacterial species belonging to the genus *Butyrivibrio* are important degraders of plant polysaccharides, particularly hemicelluloses (arabinoxylans) and pectin. Currently, four species are recognized; they have very similar substrate utilization profiles, but little is known about how these microorganisms are able to coexist in the rumen. To investigate this question, Butyrivibrio hungatei MB2003 and Butyrivibrio proteoclasticus B316^T^ were grown alone or in coculture on xylan or pectin, and their growth, release of sugars, fermentation end products, and transcriptomes were examined. In monocultures, B316^T^ was able to grow well on xylan and pectin, while MB2003 was unable to utilize either of these insoluble substrates to support significant growth. Cocultures of B316^T^ grown with MB2003 revealed that MB2003 showed growth almost equivalent to that of B316^T^ when either xylan or pectin was supplied as the substrate. The effect of coculture on the transcriptomes of B316^T^ and MB2003 was assessed; B316^T^ transcription was largely unaffected by the presence of MB2003, but MB2003 expressed a wide range of genes encoding proteins for carbohydrate degradation, central metabolism, oligosaccharide transport, and substrate assimilation, in order to compete with B316^T^ for the released sugars. These results suggest that B316^T^ has a role as an initiator of primary solubilization of xylan and pectin, while MB2003 competes effectively for the released soluble sugars to enable its growth and maintenance in the rumen.

**IMPORTANCE** Feeding a future global population of 9 billion people and climate change are the primary challenges facing agriculture today. Ruminant livestock are important food-producing animals, and maximizing their productivity requires an understanding of their digestive systems and the roles played by rumen microbes in plant polysaccharide degradation. *Butyrivibrio* species are a phylogenetically diverse group of bacteria and are commonly found in the rumen, where they are a substantial source of polysaccharide-degrading enzymes for the depolymerization of lignocellulosic material. Our findings suggest that closely related species of *Butyrivibrio* have developed unique strategies for the degradation of plant fiber and the subsequent assimilation of carbohydrates in order to coexist in the competitive rumen environment. The identification of genes expressed during these competitive interactions gives further insight into the enzymatic machinery used by these bacteria as they degrade the xylan and pectin components of plant fiber.

## Abstract (precis)

Feeding a future global population of 9 billion people and climate change are the primary challenges facing agriculture today. Ruminant livestock are important food-producing animals, and maximizing their productivity requires an understanding of their digestive systems and the roles played by rumen microbes in plant polysaccharide degradation. *Butyrivibrio* species are a phylogenetically diverse group of bacteria and are commonly found in the rumen, where they are a substantial source of polysaccharide-degrading enzymes for the depolymerization of lignocellulosic material. Our findings suggest that closely related species of *Butyrivibrio* have developed unique strategies for the degradation of plant fiber and the subsequent assimilation of carbohydrates in order to coexist in the competitive rumen environment. The identification of genes expressed during these competitive interactions gives further insight into the enzymatic machinery used by these bacteria as they degrade the xylan and pectin components of plant fiber.

## INTRODUCTION

The microbial community responsible for degradation of plant fiber in the rumen is diverse (1–3), but the core rumen bacterial microbiome is composed of seven groups, i.e., *Prevotella*, *Butyrivibrio*, and *Ruminococcus*, as well as unclassified *Lachnospiraceae*, *Ruminococcaceae*, *Bacteroidales*, and *Clostridiales* (2). Only a few species within these groups possess the enzymatic machinery required to initiate the primary degradation of insoluble plant polysaccharides (4–10). Cross-feeding interactions are known to occur between the polysaccharide-degrading species and sugar-fermenting microbes, allowing a wider diversity of microorganisms to exist in the rumen (11). Bacterial species belonging to the genus *Butyrivibrio* are metabolically versatile (2) and efficiently utilize the insoluble complex polysaccharides xylan and pectin (4, 12–14). At present, there are four recognized *Butyrivibrio* species (15), but an understanding of the interactions among these species during the process of fiber degradation in the rumen (16–18) is lacking.

Comparisons of the genome sequences of Butyrivibrio hungatei MB2003 (19, 20) and Butyrivibrio proteoclasticus B316^T^ (14), and particularly their carbohydrate-active enzyme (CAZyme) profiles, show that these *Butyrivibrio* species are functionally similar, and they predict important roles for both of these species in the breakdown of hemicellulose and pectin. B316^T^ contains 342 predicted CAZymes and shows strong growth on both oat spelt xylan and apple pectin (21). However, although MB2003 encodes 225 CAZymes associated with hemicellulose and pectin degradation, phenotypic analysis showed that it cannot grow on these insoluble substrates (19, 20). Therefore, it is hypothesized that MB2003 relies on other rumen organisms with more developed polysaccharide-degrading abilities to initiate the degradation of insoluble substrates and competes for the released oligosaccharides and sugars to enable its growth. To investigate this idea, MB2003 and B316^T^ were grown on oat spelt xylan or apple pectin, separately in monocultures to compare their individual substrate utilization abilities and together in cocultures to investigate their interactions. Growth of the strains was followed with strain-specific quantitative PCRs (qPCRs), and monosaccharides released from these polymers and their subsequent utilization were measured, along with fermentation end products and gene transcript abundances.

## RESULTS

### *B. hungatei* MB2003 competes with *B. proteoclasticus* B316^T^ for sugars released from xylan and pectin.

Butyrivibrio hungatei MB2003 and Butyrivibrio proteoclasticus B316^T^ strains were grown as monocultures or cocultures on the insoluble substrates oat spelt xylan and apple pectin, to examine the interaction between the strains. The qPCR analysis of the monocultures showed that B316^T^ was able to utilize both xylan and pectin for growth (Fig. 1). MB2003 showed only slight growth on pectin and very little growth on xylan. In cocultures, MB2003 and B316^T^ displayed similar growth until 16 h when xylan or pectin was supplied as a substrate. B316^T^ grown in coculture with MB2003 on xylan or pectin showed greatly reduced growth, compared to its growth in monoculture.

**FIG 1:**
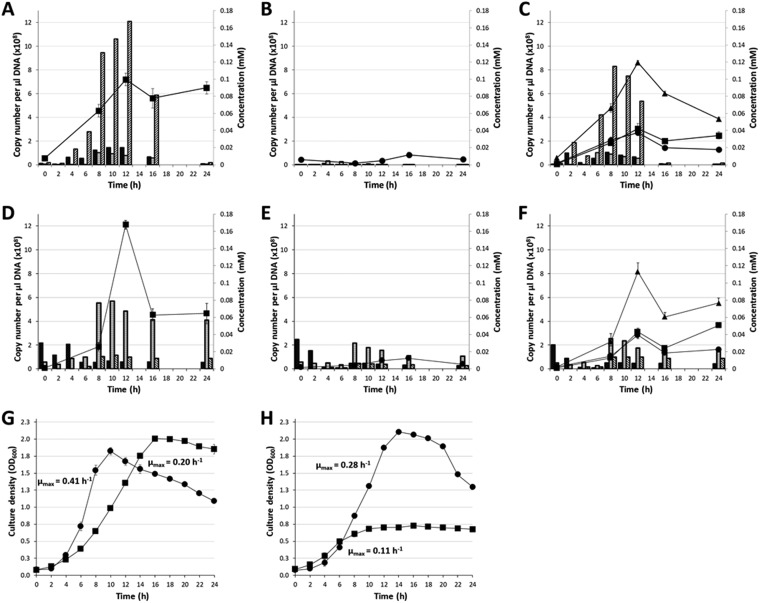
Growth and metabolite production of B. hungatei MB2003 and B. proteoclasticus B316^T^ grown on xylan and pectin. (A to C) Xylan-grown cultures and xylose (diagonally hatched bars), galactose (horizontally hatched bars), and arabinose (black filled bars) released by B316^T^ (black squares) in monoculture (A), MB2003 (black circles) in monoculture (B), and cocultures (black triangles) (C), as determined by qPCR. (D to F) Pectin-grown cultures and galactose (horizontally hatched bars), arabinose (black filled bars), and rhamnose (diagonally hatched bars) released by B316^T^ (black squares) in monoculture (D), MB2003 (black circles) in monoculture (E), and cocultures (black triangles) (F), as determined by qPCR. (G) Growth (OD_600_) of MB2003 (black circles) and B316^T^ (black squares) in medium containing component sugars of xylan from oat spelt as the substrates. (H) Growth (OD_600_) of MB2003 (black circles) and B316^T^ (black squares) in medium containing component sugars of apple pectin as the substrates. The maximum growth rate (μ_max_) was calculated and is reported per hour on each graph. Data are means of three replicates, and the error bars represent ±1 standard deviation of the mean.

Fermentation end products were used as an additional indicator of growth (see Table S1 in the supplemental material). Formate was the main volatile fatty acid (VFA) produced in B316^T^ monocultures and B316^T^ plus MB2003 cocultures on xylan, followed by butyrate and then acetate. In contrast, acetate was the main VFA produced by B316^T^ in monocultures and cocultures grown on pectin, followed by formate and butyrate. For MB2003 grown on xylan or pectin in monoculture, only small amounts of VFAs were produced, reflecting the poor growth of this strain alone on either of these insoluble substrates. The total amount of VFAs produced in pectin cocultures was less than the combined amounts of VFAs produced in MB2003 and B316^T^ monocultures, while cocultures grown on xylan produced more total VFAs than either of the monocultures.

Monosaccharides released from xylan and pectin during growth were measured using high-pressure ion chromatography (HPIC) (Fig. 1). For B316^T^ cells grown on xylan, the most abundant sugar detected was xylose. Maximum concentrations of xylose were detected at 12 h and 10 h in monoculture and coculture samples, respectively, with small amounts of arabinose and galactose being detected from 8 to 16 h of growth (Fig. 1A to C). The xylan-grown MB2003 monoculture samples showed very little release of monosaccharides (Fig. 1B). The pectin-grown MB2003 cultures showed similar sugar-release dynamics in the monoculture and coculture samples (Fig. 1E and F) but the monosaccharide detected at the highest concentration was galactose, with smaller amounts of arabinose and rhamnose. The B316^T^ monoculture produced a rapid release of galactose (0.08 mM) from 6 h to 8 h (Fig. 1D), while MB2003 released a smaller amount of galactose (0.03 mM) during the same phase of growth (Fig. 1E). A similar amount of galactose (0.04 mM) was released in the cocultures (Fig. 1F).

To investigate the relative abilities of MB2003 and B316^T^ to grow on the sugars released from xylan and pectin breakdown, these strains were grown as monocultures on mixtures of the component sugars of oat spelt xylan reflecting their abundance in the polymer (75 mol% xylose, 15 mol% glucose, and 10 mol% arabinose) and on similar mixtures for pectin (70 mol% galacturonic acid, 5 mol% glucose, 8 mol% galactose, 2 mol% arabinose, 9 mol% fucose, and 3 mol% rhamnose). The growth curves obtained for B316^T^ showed that it was readily able to utilize the sugar component mixtures of xylan and pectin for growth in monoculture, although the apple pectin component sugar mixture supported a lower maximum optical density at 600 nm (OD_600_) (Fig. 1G and H). MB2003 displayed faster rates of growth, compared to B316^T^, on both component sugar mixtures (0.41 h^−1^ versus 0.20 h^−1^ on xylan sugars and 0.28 h^−1^ versus 0.11 h^−1^ on pectin sugars) and also reached high culture OD_600_ values (Fig. 1G and H). Overall, these results indicate that B316^T^ is a primary degrader of both xylan and pectin, while MB2003 is able to compete effectively with B316^T^ for the released sugars by growing more quickly on the released sugars.

### Transcriptional changes and differential gene expression.

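RNA was sequenced from 18 cultures in 6 groups of 3. The groups were *B. hungatei* MB2003 alone, *B. proteoclasticus* B316 T alone and both rumen bacteria together, each on 0.5% oat spelt xylan or 0.5% apple pectin. Monocultures received 0.5% inoculum and cocultures 0.25% of each strain, in triplicate, and cells were taken after 12 h, which the paper calls mid-log growth and the sample labels call stationary phase. The authors treated the RNA with DNase, sequenced it as paired ends on an Illumina HiSeq, trimmed the reads with DynamicTrim, checked them with FastQC, removed reads of rRNA, tRNA and other noncoding RNA with Bowtie 2, and aligned and counted the rest with Rockhopper for each strain and substrate. The raw counts per gene and replicate in the deposited tables are used here. MB2003 genes held 79244 to 80053 counts per monoculture library on xylan (median 79317) and 957989 to 5291136 on pectin (median 3321285). In cocultures they held 21682 to 27517 counts on xylan (median 23877) and 12065 to 24391 on pectin (median 22531). B316 T genes held 173433 to 376473 counts per monoculture library on xylan (median 371521) and 241347 to 276552 in coculture (median 264062). On pectin these ranges were 73460 to 88240 (median 81777) and 22540 to 87886 (median 49110).

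**Figure D1:**
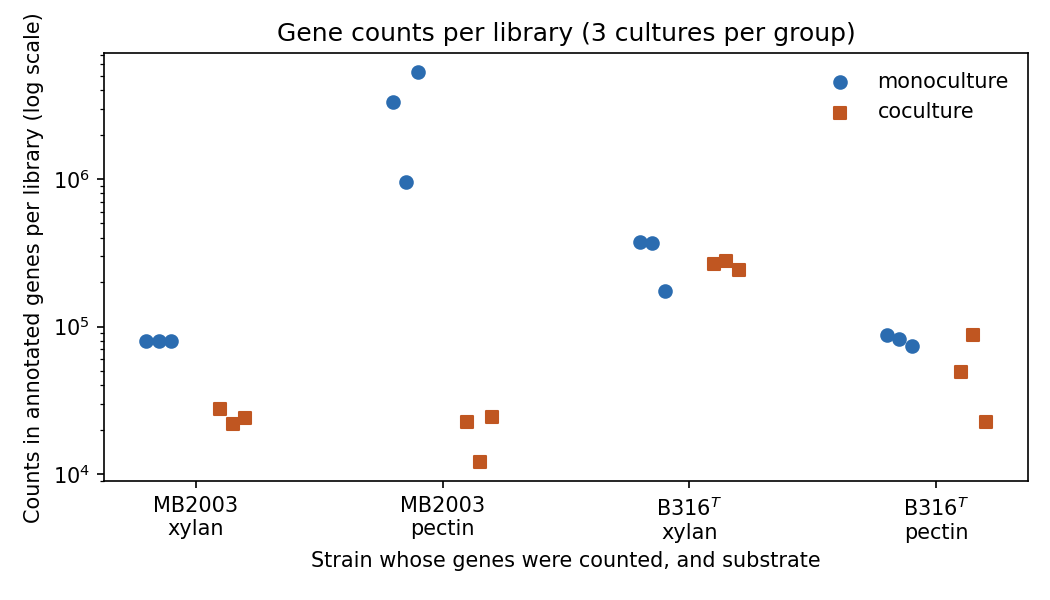
Raw counts summed over the annotated genes of each strain (log10 axis) in each of the 3 monoculture and 3 coculture libraries on xylan and pectin, 1 point per library. The MB2003 pectin monocultures lie between 957989 and 5291136 counts and the MB2003 pectin cocultures between 12065 and 24391.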

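In each set of libraries except MB2003 pectin monoculture replicate 3, more reads in the deposited tables lie in RNAs that Rockhopper predicted itself than in annotated genes. These predicted RNAs held 1118639 to 11332736 reads per library. For MB2003, 451 of 521 predicted RNAs on xylan and 384 of 520 on pectin overlapped a gene on the other strand, and 0 overlapped a gene on the same strand. For B316 T these numbers were 945 of 990 on xylan and 164 of 190 on pectin, again with 0 on the same strand. Where a predicted RNA covered a gene over a share of at least 0.5 of its length, the strand opposite the gene held a median of 283 to 324 times the reads of the gene's own strand in MB2003 xylan monocultures and 138 to 151 times in the cocultures. The ratio was 102 to 131 in the 6 B316 T libraries on xylan, 201 to 309 in the 6 on pectin and 290 to 358 in the MB2003 pectin cocultures. In the MB2003 pectin monocultures it was 2.30, 26.4 and 1.30. The sources used here do not say whether the libraries kept the strand of the RNA. Genes were compared between coculture and monoculture within each strain and substrate with edgeR's quasi-likelihood test on the raw counts, after TMM scaling and edgeR's filter on low counts. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 2 in either direction, and every log2 fold change is coculture over monoculture. The difference between substrates in the response to coculture was tested in a fit of all 12 libraries of a strain, which has its own scaling factors, so that it is not the difference of the values from the separate fits. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01 where at least 5 members were tested. Levels are TMM-normalized counts, as mean ± SD of n = 3 cultures, and intervals and lower bounds from raw counts cover counting error only. Standard errors (SE) of the edgeR fits are the absolute log2 fold change over the square root of the test's F statistic.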

Samples of monocultures and cocultures of B316^T^ and MB2003 grown on xylan or pectin were collected at mid-log growth (12 h), and RNAs were extracted for transcriptome analyses (see Data Set S1 in the supplemental material). Transcripts were detected from a total of 1,896 genes in B316^T^ and 1,098 genes in MB2003 when grown on xylan and from 358 genes in B316^T^ and 3,000 genes in MB2003 when grown on pectin (Table 1). Among these transcripts, 1,300 genes in B316^T^ and 2,206 genes in MB2003 on both substrates had functional annotations. 

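With a gene taken as detected when all 6 libraries of a strain and substrate had at least 1 count, 1904 of 3879 B316 T genes and 831 of 3007 MB2003 genes were detected on xylan, and 422 and 431 on pectin. MB2003 differed most between cultures on pectin, where each of the 3 monocultures had counts for 3002 genes and the cocultures for 930, 642 and 883. On xylan its monocultures had counts for 2131, 2131 and 2121 genes and its cocultures for 1513, 1276 and 1653. B316 T had counts for 2242 to 3312 genes per monoculture and 2977 to 3050 per coculture on xylan, and for 1275 to 1456 and 858 to 1392 on pectin. Counting a gene when all 3 monocultures or all 3 cocultures had a count gave 2785 B316 T and 1742 MB2003 genes on xylan, and 847 and 3002 on pectin. Library totals also differed between the groups and were lowest in the MB2003 pectin cocultures.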

The total numbers of differentially expressed genes (DEGs) (false discovery rate [FDR] *Q* values of <0.05, Kruskal-Wallis test adjusted *P* values of <0.05, and ≥2-fold log_2_-transformed signal intensity differences) were 17 and 307 for the xylan growth condition and 56 and 787 for the pectin growth condition in B316^T^ and MB2003, respectively (Table 1). 

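Many MB2003 genes were called between coculture and monoculture on both substrates, while no B316 T gene passed the test. On xylan, 120 of 519 tested MB2003 genes were called, 60 higher and 60 lower in coculture (83 and 39 with library totals), and on pectin 2044 of 2982, 156 higher and 1888 lower (90 and 2368 with DESeq2, 93 and 2386 with library totals). The pectin count rests on monocultures that counted nearly every gene, in which 312 genes without a read in the other 9 MB2003 libraries had 1.22, 1.35 and 1.00 times the median read density of the other genes (replicates 1, 2 and 3). The largest MB2003 increase on xylan was in the histidine kinase of a two-component sensing system, bhn_I0870, from 6.24 ± 3.08 to 656 ± 203 normalized counts (SD, n = 3; log2 fold change 6.70, standard error 0.29, adjusted p = 1.4e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On pectin the largest increase in a gene with an annotated product was in bhn_I2774, a protein with GGDEF and PAS domains, which in other bacteria make and sense signals within the cell, from 72.4 ± 70.1 to 15932 ± 3457 (SD, n = 3; log2 fold change 7.79, standard error 1.20, adjusted p = 0.0012 from the same test). In B316 T, 0 of 1559 tested genes on xylan and 0 of 259 on pectin were called by edgeR, with 140 and 21 at an unadjusted p under 0.05 and smallest adjusted p of 0.37 on both substrates. DESeq2 called 1 B316 T gene on xylan and 0 on pectin.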

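At an adjusted p under 0.05 alone, 330 MB2003 genes differed on xylan and 2172 on pectin. The 3 cocultures and 3 monocultures did not overlap for 68.8% of tested MB2003 genes on xylan and 85.4% on pectin, and for 18.9% and 15.1% of B316 T genes, where chance gives 10%. On pectin the MB2003 monocultures counted nearly every gene, and 1689 tested genes had 0 counts in all 3 cocultures. The 85.4% therefore reflects coverage as well and cannot be set against the 10% as a response to coculture. Without monoculture replicate 1, 2 and 3 on pectin, 568, 693 and 627 MB2003 genes were called. In those fits 300, 361 and 325 of the 787 genes the paper called passed the filter on low counts, against 783 with all libraries. Part of the drop is therefore genes that were not tested. Of the paper's genes that were tested, 279, 357 and 308 were called in the paper's direction, against 725 with all libraries. With the MB2003 pectin monocultures thinned at random to the depth of the cocultures, an alternative chosen after seeing the data, 275 of 349 tested genes were called, 55 higher and 220 lower. That fit has its own low-count filter, library sizes and scaling factors from those 349 genes. Its log2 fold changes therefore lie on another scale than those of the main fit. In B316 T, 30 genes were called on xylan without monoculture replicate 3 and 15 on pectin without coculture replicate 2. Those higher in coculture included 16S and 23S rRNA genes and a Leu tRNA gene on xylan, and 16S rRNA genes on pectin. Log2 fold changes are relative to the TMM scale. Scaling by library totals moved those of MB2003 on xylan by a median of 0.43 and upper-quartile scaling by a median of -0.13, and DESeq2 moved those of MB2003 on pectin by a median of 6.96, where 1689 of the tested genes had 0 counts in the cocultures. That median is over all tested genes, genes at 0 included, and the median of the motility list went down with DESeq2, from 0.09 to -1.06. With library totals the median move on pectin was 0.03, while the TMM factors alone give a shift of -1.07.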

The most abundant DEGs (monoculture versus coculture) for B316^T^ transcripts were those associated with posttranslational modifications, carbohydrate metabolism (various CAZymes), sugar ABC transport systems, flagella biosynthesis, and some transposases (Data Set S1). 

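In B316 T grown on xylan, the chaperones and Clp proteases, CAZymes, sugar ABC transporters, motility genes and transposases had median log2 fold changes between -0.03 and 0.21, and no member was called. The tested members numbered 14 chaperones and Clp proteases (median 0.16), 67 CAZymes (median -0.03), 44 sugar ABC transporter genes (median 0.15), 50 motility and chemotaxis genes (median 0.21) and 32 transposase and phage genes (median 0.04). The CAZyme median was 0.01 with upper-quartile scaling. On pectin, 13 CAZymes had a median of -0.23, 7 sugar ABC transporter genes 0.16, 6 transposase and phage genes 0.10 and 5 motility genes 0.02, again with no member called, and the motility median was -0.01 to -0.08 under the other scalings. Camera gave adjusted p of 0.73, 0.35, 0.69, 0.12 and 0.75 for the xylan lists in the order given, and 0.73, 0.89, 0.7 and 0.69 for the pectin lists. Adjusted over each list alone, no member of the lists given here passed either. The chaperone list on pectin, with 2 tested genes, is not among them.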

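The 15 tested ATP synthase genes of B316 T, which code for the enzyme that makes ATP from the ion gradient, were higher as a group in coculture on xylan (median 0.49, camera adjusted p = 0.032), with no single gene called. This call was lost with an estimated correlation (adjusted p = 0.85) and without monoculture replicate 1 or 2 or coculture replicate 2. The 12 tested rRNA and tRNA genes, whose reads the authors had removed before counting, were higher as a group on pectin (median 1.06, adjusted p = 0.049, and adjusted p = 0.95 with an estimated correlation), a call also lost with a minimum of 10 counts and without monoculture replicate 1 or coculture replicate 3. On xylan, rRNA and tRNA genes made up 16.5% of the gene counts of monoculture replicate 3 and 0.23 to 2.11% of those of the other 5 libraries, and their median of -2.31 (adjusted p = 0.69) reversed without that replicate.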

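On xylan, MB2003 raised protein-folding genes and lowered some genes of energy metabolism in coculture. Of 6 tested chaperone and Clp protease genes, 4 were called higher and none lower (6 higher when adjusted over the list alone). They were the chaperones *dnaK* and *clpB* and a pair of Hsp20 small heat shock proteins. *dnaK* (bhn_I2521) went from 5.98 ± 0.358 to 39.8 ± 14.6 normalized counts (SD, n = 3; log2 fold change 2.69, standard error 0.36, adjusted p = 5.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Hsp20 bhn_I0869 from 3.21 ± 1.69 to 60.5 ± 23.6 (log2 fold change 4.17, standard error 0.38, adjusted p = 2.6e-11 from the same test). The list was higher by camera (median 2.95, adjusted p = 0.032, and adjusted p = 0.81 with an estimated correlation). Of 6 tested glycolysis genes, 2 were called lower, glyceraldehyde-3-phosphate dehydrogenase *gap* (log2 fold change -2.76 ± 0.33 SE) and fructose-bisphosphate aldolase bhn_I2737 (-2.36 ± 0.24 SE), which was not called with scaling by library totals. Adjusted over the list alone, 5 were lower and 1 higher, and the list test gave adjusted p = 0.16.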

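Of 8 tested genes for forming butyrate, acetate and formate from acetyl-CoA and pyruvate, 0 were called (1 lower with upper-quartile factors) and 4 were lower when adjusted over the list alone (median -1.07, camera adjusted p = 0.42). Among 10 tested ATP synthase genes, 3 were called lower (5 lower and 1 higher when adjusted over the list alone; median -0.75, camera adjusted p = 0.45). *atpA* had a log2 fold change of -2.89 ± 0.58 SE, *atpD* 47 raw counts in the 3 monocultures and 2 in the cocultures, a ratio after scaling of 9.70 (95% counting interval 2.54 to 82.5), and the F0 I subunit bhn_I0157 a ratio of 20.8 (95% counting interval 5.62 to 174). The DNA gyrase gene *gyrB* was lower (log2 fold change -2.12 ± 0.50 SE), 1 of 3 tested genes of DNA replication and repair. The prolyl-tRNA synthetase gene *proS* fell from 140 to 2 raw counts, a ratio of 28.9 (95% counting interval 7.85 to 241), 1 of 2 tested aminoacyl-tRNA synthetases, and ribosomal protein S1 (*rpsA*; log2 fold change -2.19 ± 0.31 SE) was 1 of 3 tested ribosomal proteins. The *gyrB* and *rpsA* calls were lost with scaling by library totals, with a minimum of 10 counts and without coculture replicate 2.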

In MB2003, the DEGs were associated with acetyl-coenzyme A (CoA) metabolism, sugar ABC transport systems, DNA replication, carbohydrate metabolism (various CAZymes), and flagella biosynthesis (Data Set S1). The full gene annotations, CAZy families, and clusters of orthologous groups (COG) functional assignments for all of the DEGs for B316^T^ and MB2003 cells grown in monocultures and cocultures on xylan and pectin are detailed in Data Sets S2 and S3.

**TABLE 1:** Differential gene expression analysis for B316^T^ and MB2003 grown on xylan and pectin

			No. of DEGs				
Sample and replicon	No. of ORFs in genome^*a*^	Total no. of ORFs mapped	FDR *Q* of <0.05^*b*^	Adjusted *P* of <0.05^*c*^	*Q*/*P* of <0.05 and log_2_ ≥2-fold changes	Monoculture^*d*^	Coculture^*d*^
Growth on xylan							
B316^T^							
Chromosome	2,939	1,582	152	66	14	8	6
pCY290	251	112	12	3	1	1	0
pCY360	425	151	10	4	1	0	1
pCY186	198	51	10	2	1	1	0
Total	3,813	1,896	184	75	17	10	7
MB2003							
Chromosome	2,767	878	501	413	279	189	90
BhuII	88	83	25	24	13	11	2
pNP144	147	137	30	24	15	15	0
pNP6	5	0	0	0	0	0	0
Total	3,007	1,098	556	461	307	215	92
Growth on pectin							
B316^T^							
Chromosome	2,939	257	167	42	42	38	4
pCY290	251	38	13	5	4	2	2
pCY360	425	45	45	9	9	8	1
pCY186	198	18	13	1	1	1	0
Total	3,813	358	238	57	56	49	7
MB2003							
Chromosome	2,767	2,765	986	671	659	604	55
BhuII	88	88	80	57	51	47	4
pNP144	147	147	129	79	77	74	3
pNP6	5	0	0	0	0	0	0
Total	3,007	3,000	1,195	807	787	725	62

a ORF, open reading frame.

b FDR reported as *Q* values.

c Kruskal-Wallis ANOVA, reported as *P* values.

d Numbers of DEGs were calculated by considering the monoculture and coculture conditions separately.

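On pectin, 1443 MB2003 genes called higher in monoculture had 0 counts in all 3 cocultures, and 0 genes had counts in coculture and none in the monocultures. Their median of mean raw counts in the monocultures was 943. They included genes of central functions, such as the DNA polymerase subunit gene *polC* (bhn_I0865), at least 10.2-fold lower in coculture, and the alanyl-tRNA synthetase gene *alaS* (bhn_I1161), at least 8.55-fold lower. The bound sets a gene with 0 counts at 3 counts over the 3 cocultures. Of all 3007 genes, 1712 had 0 counts in the cocultures, whose libraries held far fewer counts than the monocultures. Without monoculture replicate 1, 2 and 3 the called genes at 0 in the cocultures were 262, 331 and 294. Those fits tested 300, 361 and 325 of the 787 genes the paper called, against 783 with all libraries. With the monocultures thinned to the depth of the cocultures, which was chosen after seeing the data, 97 of 349 tested genes were called and at 0 in the cocultures. The thinned monocultures still had counts for 2858, 2837 and 2827 genes. In these monocultures a gene's count went with its length (Spearman's rho across genes 0.78, 0.63 and 0.82, against 0.14 to 0.32 in the other MB2003 libraries).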

Unusually, MB2003 grown on pectin had 107 genes upregulated in the monoculture that were not expressed at all in the coculture, while no DEGs were expressed exclusively in the coculture (Data Set S3). COG classifications were assigned to 56% and 66% of B316^T^ DEGs from cells grown on xylan and pectin, respectively, while 75% and 63% of MB2003 DEGs from cells grown on xylan and pectin, respectively, were assigned to COG categories. For MB2003 grown on xylan, the number of coculture DEGs assigned to the carbohydrate metabolism category was similar to the monoculture value, while the number of coculture DEGs assigned to the cell motility COG category was 3 times higher than the monoculture value (Fig. 2). This finding suggests that MB2003 upregulates its motility functions when cocultured with B316^T^ on xylan. 

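Several motility genes of MB2003 were higher in coculture on xylan. Of 41 tested motility and chemotaxis genes, 7 were called higher and none lower (6 and 1 with upper-quartile factors), and at an adjusted p under 0.05 alone 22 were higher and 6 lower (22 and 6 when adjusted over the list alone). The flagellin gene *fliC* bhn_I2354, which encodes a subunit of the flagellar filament, lies on the chromosome from 2649570 to 2650388, minus strand, and went from 52.7 ± 7.24 to 432 ± 45.9 normalized counts (SD, n = 3; log2 fold change 3.03, standard error 0.19, adjusted p = 1.2e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is one of several *fliC* copies that may share reads. *flgM* (bhn_I2368), which codes for the anti-sigma factor that holds back late flagellar genes, went from 8.10 ± 1.11 to 116 ± 9.78 (log2 fold change 3.82, standard error 0.25, adjusted p = 3.9e-15 from the same test), and the flagellin chaperone gene *fliS* (bhn_I2358) from 2.32 ± 1.43 to 39.9 ± 8.36 (log2 fold change 4.02, standard error 0.42, adjusted p = 2.9e-10 from the same test). The other called genes were *fliD*, *flaG*, *flgN* and *fliK*, of the filament cap, filament, chaperones and hook. The most counted flagellin gene, *fliC* bhn_I2353, had a log2 fold change of -0.57 ± 0.19 SE (adjusted p = 0.0086 from the same test) and was not called. The list was higher by camera (median 0.74, adjusted p = 0.032, and adjusted p = 0.81 with an estimated correlation), a call also lost without monoculture replicate 1 or 3. Of 26 tested transcripts on the strand opposite to motility genes, taken after seeing the data, 2 were called higher and 3 lower, or 10 and 9 at an adjusted p under 0.05 alone (median 0.06).

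**Figure D2:**
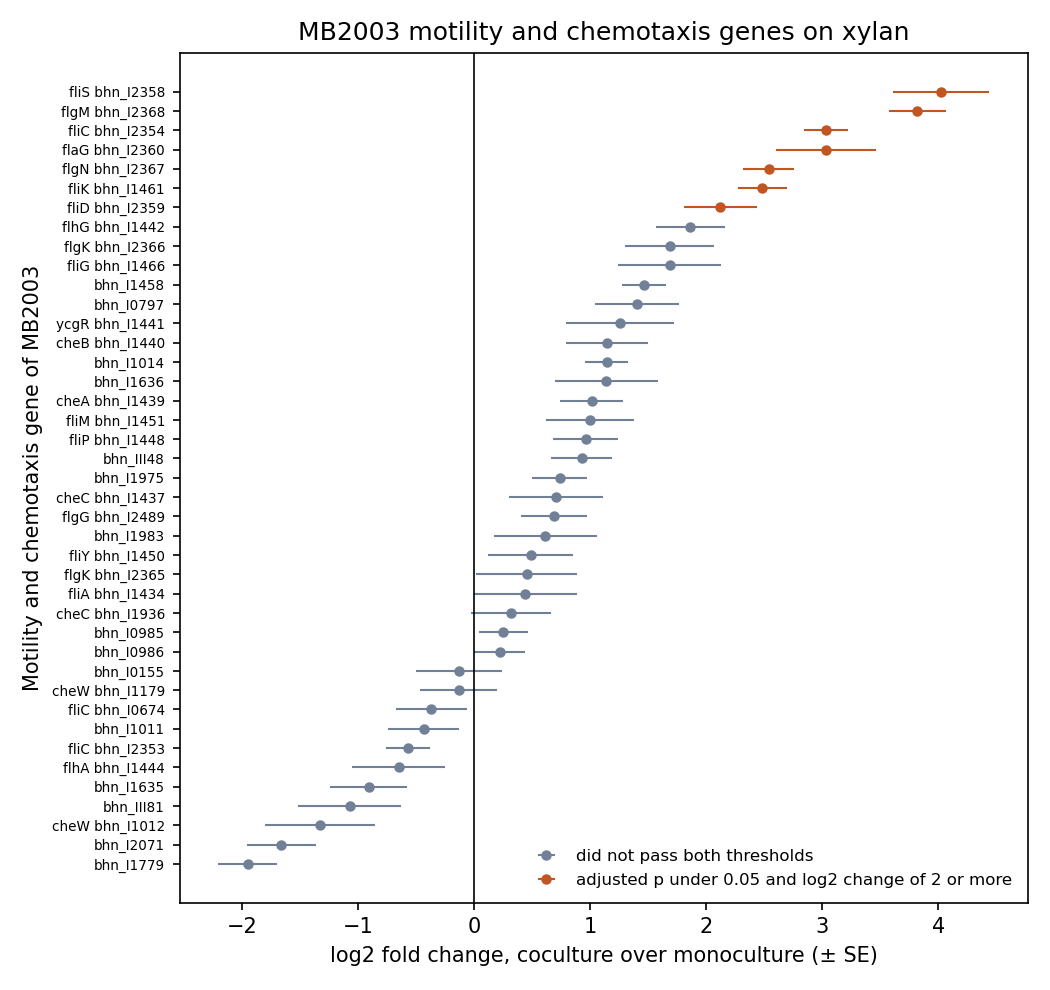
Log2 fold change of each of the 41 tested MB2003 motility and chemotaxis genes on xylan, coculture over monoculture, with bars of 1 standard error (n = 3 cultures per group). The called genes, all higher in coculture, lie at or above the log2 value of 2, the largest being *fliS* at 4.02.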

For the pectin-grown cultures of MB2003, DEGs belonging to every COG category analyzed were upregulated to a significant extent in the monoculture, compared to the coculture (Fig. 3), indicating an effort to activate its metabolic capabilities in an attempt to support growth.

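On pectin, most called genes of nearly every MB2003 gene list were lower in coculture. Among 23 aminoacyl-tRNA synthetases, 20 were lower and none higher (22 lower when adjusted over the list alone), including *ileS*, at least 7.36-fold lower, and *pheT*, at least 6.42-fold lower. Of 81 glycosyl transferases, which build cell surface polysaccharides, 76 were lower and 1 higher (78 and 1 over the list alone). DNA replication and repair had 32 of 35 genes lower, ribosomal proteins 27 of 51 (38 with DESeq2, 42 with library totals), fatty acid synthesis 11 of 13, nucleotide synthesis 14 of 20 with 1 higher, and chaperones and Clp proteases 9 of 16 (14 with DESeq2, 15 with library totals). Adjusted over each list alone the main numbers for these 5 lists were 33, 11, 11, 14 and 11 lower. With genes at 0 set at their bound, their median log2 fold changes were -1.92, 0.07, -1.21, -1.41 and -0.92, against -1.22 for all tested genes. Of the 51 ribosomal protein genes 43 had 0 counts in the cocultures, and the fitted decrease of that list (median -10.24) rests on them. Pentose use had 8 of 12 genes lower and 1 higher, galacturonate and galactose use 9 of 14 lower, the butyrate, acetate and formate genes 7 of 12 lower and 2 higher (9 and 1 with DESeq2 or library totals), ATP synthase 6 of 17 lower (10 with DESeq2 or library totals), and glycolysis 4 of 11 lower and 1 higher (5 and 0 with DESeq2, 6 and 0 with library totals).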

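Of 77 motility genes, 10 were called higher and 16 lower on pectin (17 and 16 at an adjusted p under 0.05 over the list alone), or 5 and 24 with DESeq2 and 5 and 25 with library totals. Of 18 methyl-accepting chemotaxis proteins among them, which sense attractants, 4 were called higher and 7 lower. Those higher included bhn_I1014 (log2 fold change 5.09 ± 0.57 SE), and those lower bhn_I1145 and bhn_I2381, with 0 counts in the cocultures. *fliC* bhn_I2354 was also higher (3.62 ± 0.51 SE). Its call was lost with the monocultures thinned to the depth of the cocultures (1.99 on that fit's own scale, chosen after seeing the data). The transcript opposite to it, also taken after seeing the data, had a log2 fold change of 1.84 ± 0.47 SE and was not called. *flgL*, *flgF* and *cheY*, each with 0 counts in the cocultures, were lower. The list's median was 0.09 (0.26 with genes at 0 set at their bound), against -10.35 for all tested genes (-1.22 with such genes at their bound), and the list was higher than other genes by camera (adjusted p = 1.3e-09, and adjusted p = 0.049 with an estimated correlation). With DESeq2 and with library totals the motility median was -1.06 and -1.01, so its sign depends on the scaling. The aminoacyl-tRNA synthetases (adjusted p = 0.032) and glycosyl transferases (adjusted p = 0.0058) were lower than other genes by camera. With an estimated correlation these were adjusted p = 0.81 and adjusted p = 0.84, and both calls were lost without any 1 of the monocultures. That of the aminoacyl-tRNA synthetases was also lost with the replicate number as a block and without coculture replicate 2. Most of the lower genes had 0 counts in the cocultures, and the monocultures counted nearly every annotated gene.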

**FIG 2:**
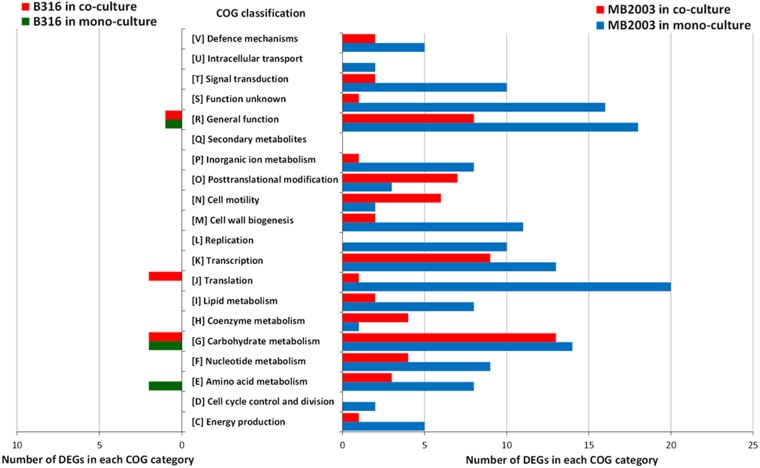
COG classifications of DEGs from B. proteoclasticus B316^T^ and B. hungatei MB2003 grown in monoculture and coculture on xylan. The analysis includes all DEGs with COG classifications.

**FIG 3:**
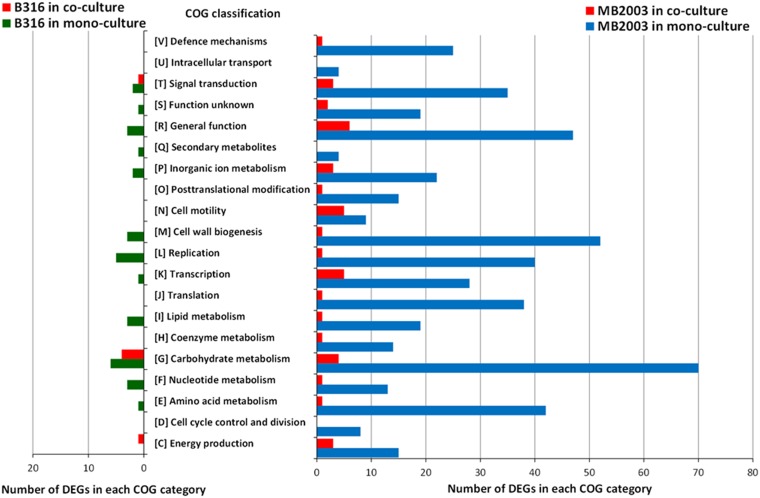
COG classifications of DEGs from B. proteoclasticus B316^T^ and B. hungatei MB2003 grown in monoculture and coculture on pectin. The analysis includes all DEGs with COG classifications.

### Genes predicted to encode secreted CAZymes are differentially expressed during xylan and pectin degradation.

Transcriptional analysis of DEGs encoding CAZymes indicated differences in carbohydrate metabolism of monocultures and cocultures of B316^T^ and MB2003 grown on xylan or pectin (Tables 2 and 3; also see Data Sets S2 and S3). 

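On xylan, 6 of 16 tested MB2003 CAZyme genes were called, 3 higher and 3 lower in coculture, or 4 and 2 with library totals (6 higher and 4 lower at an adjusted p under 0.05 over the list alone). Those higher were the alpha-L-arabinofuranosidase gene *arf51C*, the family 31 glycoside hydrolase gene *gh31C* and the beta-galactosidase gene *bga35B*. *arf51C* (bhn_I1532), whose enzyme removes arabinose side chains, lies on the chromosome from 1736040 to 1737956, minus strand, and went from 15.8 ± 1.86 to 92.5 ± 27.9 normalized counts (SD, n = 3; log2 fold change 2.53, standard error 0.25, adjusted p = 1.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gh31C* (bhn_I2221) went from 5.75 ± 1.61 to 56.3 ± 12.3 (log2 fold change 3.28, standard error 0.32, adjusted p = 6.3e-11 from the same test). On pectin, 70 of 86 CAZyme genes were lower and 3 higher (72 and 4 over the list alone; 74 and 2 with DESeq2 or library totals), with 42 of them at 0 counts in the cocultures. *arf51C* again rose, from 62.8 ± 8.99 to 2262 ± 193 (log2 fold change 5.17, standard error 0.50, adjusted p = 7.0e-05 from the same test). The cellodextrinase gene *cel9B* (bhn_I0847) rose from 98.0 ± 10.7 to 1065 ± 156 (log2 fold change 3.45, standard error 0.36, adjusted p = 1.1e-04 from the same test). The *cel9B* call was lost without monoculture replicate 1 and with the monocultures thinned to the depth of the cocultures (1.42 on that fit's own scale, chosen after seeing the data).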

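The CAZyme list as a whole was not called different from other MB2003 genes on xylan (median log2 fold change 0.40, camera adjusted p = 0.73). On pectin camera called it lower than other genes (adjusted p = 0.0058, and adjusted p = 0.81 with an estimated correlation), a call also lost with the replicate number as a block and without monoculture replicate 3. Its median of -4.94 lies above the -10.35 of all tested genes, while with genes at 0 set at their bound its median of -2.45 lies below their -1.22, so the side on which it lies depends on how genes at 0 are treated. The 86 CAZyme genes of MB2003 included 70 with too few counts on xylan to be tested. In the fit of all 12 MB2003 libraries, *arf51C* had log2 fold changes of 2.41 on xylan and 5.92 on pectin and *cel9B* of -0.50 and 4.20. The difference between substrates was 3.51 for *arf51C* (adjusted p = 2.3e-10 from edgeR's quasi-likelihood test of the interaction), which did not pass with library totals (adjusted p = 0.080), and 4.70 for *cel9B* (adjusted p = 8.5e-19 from the same test), which was 2.09 with library totals.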

MB2003 cells grown in monocultures and cocultures on xylan had 14 CAZymes significantly upregulated (Table 2), whereas cells grown on pectin had 42 CAZymes significantly upregulated (Table 2). 

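The xylosidase/arabinofuranosidase gene *xsa43A* (bpr_I0302) of B316 T, whose enzyme removes xylose and arabinose from xylan fragments, lies on the chromosome from 404051 to 405661, plus strand. On xylan it had 10, 6 and 40 raw counts in the 3 monocultures and 2, 0 and 1 in the 3 cocultures. The 56 counts against 3 are a ratio after scaling of 15.3 (95% counting interval 4.98 to 76.5), higher in monoculture. Its counts were below edgeR's filter, and tested without the filter it had a log2 fold change of -4.09 (adjusted p = 0.4 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Most of its monoculture counts came from replicate 3, the library with 16.5% rRNA and tRNA counts.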

Strikingly, for B316^T^, only *xsa43A* (xylosidase/arabinofuranosidase) from xylan-containing monocultures was highly upregulated, with a log_2_ 3.36-fold change (Fig. 4A), signifying that this is an important enzyme for xylan degradation. The presence of a signal peptide sequence on the CAZyme genes indicates that their encoded enzymes are secreted. Previous functional characterization of the *xsa43E* gene from B316^T^ found that this enzyme has dual β-xylosidase and α-l-arabinofuranosidase activities (22) and encodes an N-terminal glycoside hydrolase 43 (GH43) (Pfam04616) catalytic domain and a C-terminal carbohydrate-binding module 6 (CBM6) (Pfam03422) noncatalytic module that has been shown to bind xylan in other organisms (23). CBM6 domains are able to recognize xylose either as a monosaccharide, at the nonreducing end of xylo-oligosaccharides, or within the side chain components of xyloglucan (24). Several CBM6 modules also recognize (1,3)-β-d-linkages at the nonreducing end of β-glucans (25, 26) and appear to have coevolved with their associated catalytic domains to acquire the same substrate specificity (27). The α-l-arabinofuranosidases cleave arabinose side chains from substituted xylo-oligosaccharides derived from xylan (28). It is thought that the B316^T^ Xsa43A enzyme is secreted into the extracellular environment and has a role in disrupting the interpolymer and intrapolymer linkages within the xylan components of the plant cell wall.

**TABLE 2:** List of CAZymes significantly upregulated during monoculture and coculture growth of B. hungatei MB2003 on xylan^*a*^

Locus tag	Name	Annotation	CAZy	FDR	log_2_ fold change
MB2003 monoculture growth					
bhn_I2653	*cel9A*	Endo-1,4-β-glucanase	GH9/CelD	1.42E−77	5.36
bhn_I1780	*xyn8A*	Reducing-end xylose-releasing exo-oligoxylanase	GH8	7.38E−98	4.2
bhn_I0856	*est4C*	Polysaccharide deacetylase	CE4	1.57E−05	3.12
bhn_I0203	*gh2B*	Glycosyl hydrolase family 2	GH2	4.01E−16	2.7
bhn_III78	*est1A*	Feruloyl esterase	CE1	1.17E−17	2.69
bhn_I2715	*pgl28B*	Polygalacturonase	PL3, GH28	1.03E−02	2.54
bhn_I2139	*xsa43D*	Xylosidase/arabinofuranosidase	GH43	9.88E−03	2.49
bhn_III76	*lyc25B*	Lysozyme	GH25, 2× SH3	1.73E−18	2.17
MB2003 coculture growth					
bhn_I0681	*agn53A*	Arabinogalactan endo-1,4-β-galactosidase	GH53	1.78E+10	3.7
bhn_I2221	*gh31C*	Glycoside hydrolase family 31	GH31	1.73E+40	2.98
bhn_I1841	*bga35B*	β-Galactosidase	GH35	9.70E+11	2.66
bhn_I1532	*arf51C*	α-l-Arabinofuranosidase	GH51/CBM4	4.33E+22	2.25
bhn_I1407	*est4D*	Polysaccharide deacetylase	CE4	5.31E−03	2.23
bhn_I0167	*cel5A*	Endo-1,4-β-glucanase/xylanase	GH5	4.19E−03	2

a Genes were considered significantly expressed if all three thresholds were met, i.e., FDR calculated using Benjamini-Hochberg *Q* values of <0.05, Kruskal-Wallis test *P* values of <0.05, and log_2_ ≥2-fold difference in expression.

**TABLE 3:** List of CAZymes significantly upregulated during monoculture and coculture growth of B. hungatei MB2003 on pectin^*a*^

Locus tag	Name	Annotation	CAZy	FDR	log_2_ fold change
MB2003 monoculture growth					
bhn_III64	*bgl3A*	β-Glucosidase	GH3	5.66E+53	6.13
bhn_III76		Lysozyme	GH25	2.98E+19	6.04
bhn_I2226	*cbp94A*	Cellobiose phosphorylase	GT36	1.10E+86	5.83
bhn_I0187	*gh115A*	α-Glucuronidase	GH115	4.39E+53	4.94
bhn_I1972	*aga36C*	α-Galactosidase	GH27	4.38E+28	4.54
bhn_I0084	*gh27A*	α-Galactosidase	GH27	8.45E+34	4.5
bhn_I0681	*agn53A*	Arabinogalactan endo-1,4-β-galactosidase	GH53	1.71E+22	4.36
bhn_I0307	*est1B*	Feruloyl esterase	CE1	2.56E+23	4.25
bhn_I0092	*gh105B*	Unsaturated rhamnogalacturonyl hydrolase	GH88/GH105	1.26E+16	4.15
bhn_I1604	*gh31A*	Glycoside hydrolase family 31	GH31	5.45E+35	4.14
bhn_I2738	*amy13A*	α-Amylase	GH13	7.67E+18	4.11
bhn_I2139	*xsa43D*	Xylosidase/arabinofuranosidase	GH43	9.78E+18	4.09
bhn_I1308	*aga27A*	α-Galactosidase	GH27	1.12E+16	4.02
bhn_I0286	*gh31B*	α-Glucosidase	GH31	4.66E+14	3.91
bhn_I0192	*xyl3A*	β-Xylosidase	GH3	4.58E+12	3.85
bhn_I0183		Acetyl-xylan esterase	GH2/DUF303	9.96E+15	3.77
bhn_I2771	*gh30A*	Glycoside hydrolase family 30	GH30	5.91E+13	3.68
bhn_I0654	*aga36A*	α-Galactosidase	GH27	5.20E+10	3.56
bhn_I0680	*amy13D*	α-Amylase	GH13	1.39E+06	3.51
bhn_I2238	*pbp1A*	Penicillin-binding protein 1A family	GT51	8.06E+09	3.51
bhn_I0169	*xsa43A*	Xylosidase/arabinofuranosidase	GH43/CBM6	1.89E+09	3.41
bhn_I0840	*bga2C*	β-Galactosidase	GH2	4.62E+06	3.3
bhn_I1336	*glgX2*	Glycogen debranching enzyme	GH13	3.69E+06	3.27
bhn_I2065	*xsa43C*	Xylosidase/arabinofuranosidase	GH43	1.33E+06	3.26
bhn_I1873		Carbohydrate-binding protein	CBM2/6xCBM6	4.24E+09	3.24
bhn_I0185	*agu67A*	α-d-Glucuronidase	GH67	2.48E+08	3.23
bhn_I1407	*est4D*	Polysaccharide deacetylase	CE4	9.58E−05	3.21
bhn_I1967		Mannose-6-phosphate isomerase	GH1	2.31E+06	3.04
bhn_I2434	*est4B*	Polysaccharide deacetylase	CE4	8.83E−03	2.76
bhn_I0579	*xyn10B*	Endo-1,4-β-xylanase	GH10	6.33E−04	2.7
bhn_I2332	*pgl28B*	Polygalacturonase	GH28	1.31E−02	2.69
bhn_I1961	*cel5C*	Endo-1,4-β-glucanase	GH5/CBM2	1.35E−02	2.68
bhn_I1060	*amy13B*	α-Amylase	GH13	2.71E−02	2.56
bhn_I2290	*gh31C*	Glycoside hydrolase family 31	GH31	4.13E−02	2.44
bhn_I0644	*amy13B*	α-Amylase	GH13	3.49E−03	2.42
bhn_I2551	*bga2A*	β-Galactosidase	GH2	4.09E−04	2.41
bhn_I0194	*lyc25C*	Lysozyme	GH25	2.32E−02	2.13
bhn_I1969		Glycoside hydrolase GH130 family	GH130/GH43	2.15E−02	2.11
bhn_I2221	*gh31C*	Glycoside hydrolase family 31	GH31	6.89E−03	2.07
bhn_III72	*est4A*	Polysaccharide deacetylase	CE4	0.00E+00	N/A
MB2003 coculture growth					
bhn_I1532	*arf51C*	α-l-Arabinofuranosidase	GH51/CBM4	0.00E+00	5.05
bhn_I0847	*cel9B*	Cellodextrinase	GH9/CelD	1.74E−31	3.35

a Genes were considered significantly expressed if all three thresholds were met, i.e., FDR calculated using Benjamini-Hochberg *Q* values of <0.05, Kruskal-Wallis test *P* values of <0.05, and log_2_ ≥2-fold difference in expression.

**FIG 4:**
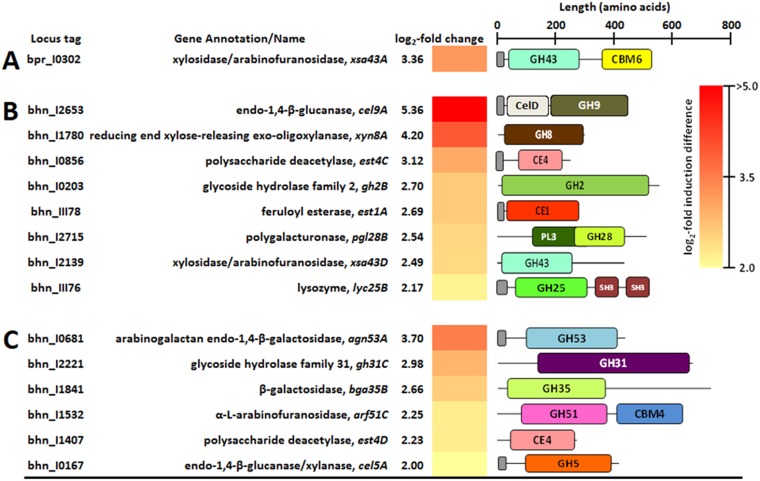
CAZyme-encoding DEGs upregulated in xylan-grown cultures. (A) B316^T^ grown in monoculture. (B) MB2003 grown in monoculture. (C) MB2003 grown in coculture. Small gray bars indicate signal peptide sequences.

Furthermore, high arabinofuranosidase activity was observed previously with Butyrivibrio fibrisolvens grown on xylan, suggesting that arabinofuranosidase activity may be regulated by the availability of arabinose (29–32). It was surprising that B316^T^ did not significantly upregulate any genes encoding secreted CAZymes when grown in monoculture or coculture on pectin; however, it displayed better growth in monoculture on pectin than on xylan (Fig. 1A and D).

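Of the CAZyme genes of B316 T, 13 had enough counts on pectin to be tested. None was called between coculture and monoculture by edgeR, and DESeq2 called 0 genes of any kind. In that comparison 21 of all 259 tested genes had an unadjusted p under 0.05. The most counted named CAZyme, the xylanase gene *xyn10D* (bpr_I1083), had 1253 ± 241 normalized counts in monoculture and 992 ± 593 in coculture (SD, n = 3; log2 fold change -0.33, standard error 0.51, adjusted p = 0.81 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without coculture replicate 2 the beta-galactosidase gene *bga2B* (bpr_III209) was called, with a log2 fold change of -2.02 (standard error 0.38, adjusted p = 0.0055 from the same test). On simulated counts made from these libraries, 58.5% of genes changed by a log2 value of 3 were called in the right direction and 82.8% of those changed by 4. There 65 and 64 of the 259 genes were changed, and 4 of 81 tested unchanged genes were called as well. Where fewer genes change, the adjustment is stricter and these shares can be lower. Smaller changes of B316 T CAZymes would therefore often be missed at 22540 to 88240 counts per library.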

In comparison, MB2003 expressed six CAZyme DEGs predicted to be present on the surface in the xylan-containing cultures and eight predicted to be present in the pectin-containing cultures (Fig. 4B and C and Fig. 5B and C). MB2003 xylan transcriptomes significantly expressed secreted enzymes containing carbohydrate esterase 1 (CE1), CE4, GH53, GH10, and GH5 CAZy domain-containing genes (Fig. 4B and C). 

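Genes of MB2003 with these domains had few counts on xylan. The GH10 xylanase gene *xyn10B* (bhn_I0579) had 17 raw counts in the 3 monocultures and 11 in the cocultures, and the GH5 endoglucanase and xylanase gene *cel5A* (bhn_I0167) 3 and 8, a ratio of 6.46 (95% counting interval 1.55 to 37.8), higher in coculture. The CE4 polysaccharide deacetylase gene *est4D* (bhn_I1407) had 2 and 4. All 3 were below edgeR's filter on low counts. Without the filter *cel5A* had a log2 fold change of 2.37 (adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *est4D* one of 1.91 (adjusted p = 0.35 from the same test).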

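The feruloyl esterase gene *est1A* (bhn_III78) of MB2003, whose enzyme cuts ferulic acid esters of xylan side chains, lies on BhuII from 76919 to 77974, plus strand. On xylan it went from 23.5 ± 2.09 normalized counts in monoculture to 5.38 ± 2.33 in coculture (SD, n = 3; log2 fold change -2.15, standard error 0.43, adjusted p = 5.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost with scaling by library totals, with a minimum of 10 counts and without coculture replicate 1. The polysaccharide deacetylase gene *est4C* (bhn_I0856), on the chromosome from 975821 to 976783, plus strand, had 12, 4 and 5 raw counts in the monocultures and 0 in each coculture, at least 2.89-fold lower in coculture. Its counts were below edgeR's filter on low counts, and tested without the filter its adjusted p was 0.051, while the fit of all 12 MB2003 libraries called it (adjusted p = 0.0086). The acetyl-xylan esterase gene bhn_I0183, another esterase of MB2003, had a log2 fold change of -1.43 ± 0.38 SE (adjusted p = 0.0013 from the same test), short of the threshold of 2.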

The genes encoding extracellular feruloyl esterase (*est1A* [bhn_III78]) and polysaccharide deacetylase (*est4C* [bhn_I0856]), predicted to target the acetyl side groups of xylan, were significantly upregulated in MB2003 xylan monocultures (Fig. 4B; also see Data Set S1). Furthermore, in MB2003 xylan monocultures, *cel9A* (endo-1,4-β-glucanase [GH9/Pfam00759]) was the most upregulated CAZyme gene, with a log_2_ 5.36-fold change (Fig. 4B). In addition to the secreted enzymes containing the various GH and CE CAZy domains for degradation of glucuronoarabinoxylan (GAX) and its constituent side groups, the GH13 and pectate lyase 1 (PL1) domains target (1,4)-β-d-linkages within the galacturonic acid backbones, which are also necessary for the extracellular degradation of xylogalacturonan (XGA) and rhamnogalacturonan I (RG-I).

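The endoglucanase gene *cel9A* (bhn_I2653), whose enzyme cuts within cellulose chains, lies on the chromosome from 2972633 to 2974207, minus strand. On xylan it had 7, 6 and 6 raw counts in the 3 MB2003 monocultures and 0 in each of the 3 cocultures. With 3 counts over the cocultures as the floor, *cel9A* was at least 2.61-fold lower in coculture. It was below edgeR's filter on low counts and so was not tested with the other genes. Without the filter its adjusted p was 0.034 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all genes), and in the fit of all 12 MB2003 libraries 0.0072. It was called in both, with a fitted fold change that rests on a group at 0.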

**FIG 5:**
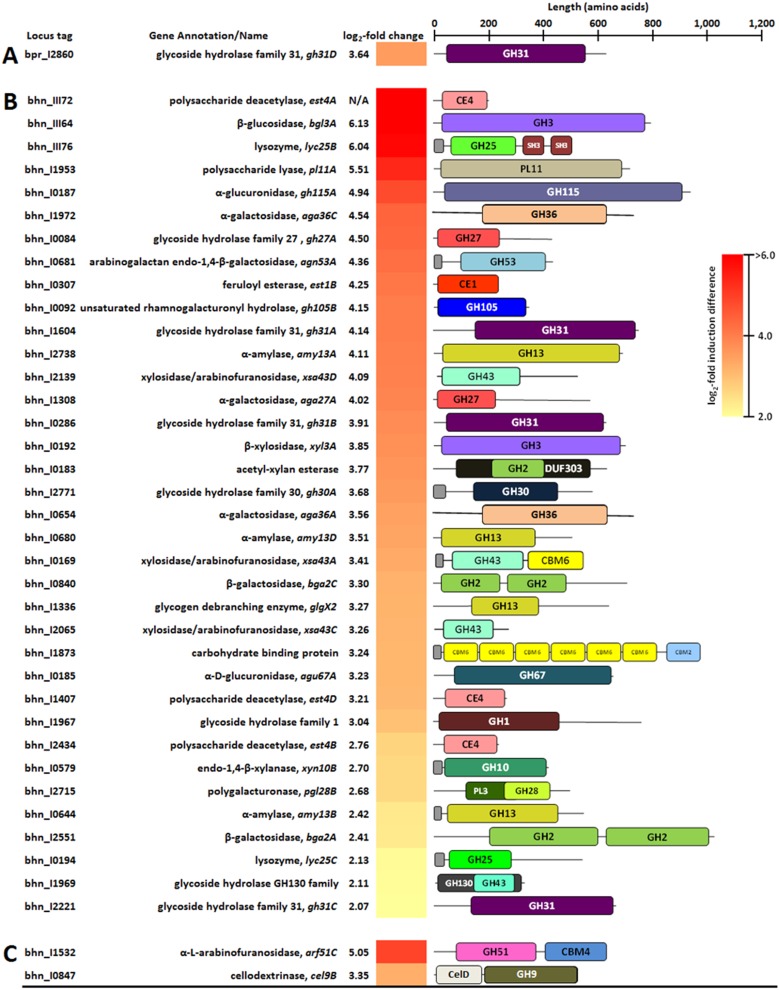
CAZyme-encoding DEGs upregulated in pectin-grown cultures. (A) B316^T^ grown in coculture. (B) MB2003 grown in monoculture. (C) MB2003 grown in coculture. signal peptide sequences. Small gray bars indicate signal peptide sequences.

The eight genes encoding secreted CAZymes involved in pectin breakdown that were upregulated in MB2003 monoculture transcriptomes varied greatly in their predicted enzymatic capability (Fig. 5B). 

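On pectin, the secreted xylanase gene *xyn10B* (bhn_I0579) of MB2003 had 4824 raw counts in the 3 monocultures and 2 in the 3 cocultures, a ratio after scaling of 6.68 (95% counting interval 1.85 to 55.2). The alpha-amylase genes *amy13A* (bhn_I2738) and *amy13B* (bhn_I0644), whose enzymes cut starch, had 6582 and 5552 counts against 1 each, ratios of 18.2 (3.27 to 720.4) and 15.4 (2.76 to 608). All 3 were called lower in coculture, with adjusted p of 0.0081, 0.0027 and 0.0037 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The feruloyl esterase gene *est1A* had 3242 and 2 counts, a ratio of 4.49 (1.24 to 37.1) (adjusted p = 0.031 from the same test), a call lost in the fit of all 12 MB2003 libraries, with the replicate number as a block and without coculture replicate 1 or 2. Levels in coculture rest on 1 or 2 counts for each of these genes.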

MB2003 significantly expressed secreted enzymes containing GH53, GH30, and GH13, as well as genes encoding GH43 and GH10 CAZy domains (Fig. 5B). Among these were genes with additional noncatalytic domains, including *lyc25B* encoding lysozyme (GH25 and two Src homology 3 [SH3] domains) and *xsa43A* encoding xylosidase/arabinofuranosidase (GH43 and CBM6 domains). 

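The lysozyme gene *lyc25B* (bhn_III76), on BhuII from 74181 to 75713, plus strand, had 4469 raw counts in the 3 MB2003 pectin monocultures and 0 in the cocultures, at least 4.13-fold lower in coculture. The gene *xsa43A* (bhn_I0169), on the chromosome from 201638 to 203269, plus strand, encodes a xylosidase and arabinofuranosidase and had 7027 counts against 1, a ratio after scaling of 19.5 (95% counting interval 3.49 to 769). Both were called lower in coculture (adjusted p = 0.0027 and adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan, *lyc25B* had 9 and 1 raw counts and *xsa43A* 25 and 2, too few to be tested.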

The *xsa43A* gene of MB2003 is homologous to the *xsa43A* gene of B316^T^ (Fig. 4A) and is proposed to possess dual β-xylosidase and α-l-arabinofuranosidase activities. It is hypothesized that *xsa43A* is secreted in situations in which extracellular debranching of pectin results in release of arabinose and xylose side groups prior to pectic oligosaccharide assimilation.

The *gh30A* gene (bhn_I2771) was significantly upregulated only in MB2003 monocultures grown on pectin (Fig. 5B). This enzyme has a GH30 (Pfam02055) catalytic domain that is predicted to have activities in debranching of pectin to release d-xylose and to hydrolyze (1,4)-β-d-linkages in xylans (33), but their contribution to xylan and pectin degradation requires further biochemical verification. 

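*gh30A* (bhn_I2771), which encodes a family 30 glycoside hydrolase, lies on the chromosome from 3110601 to 3112358, minus strand. On pectin it had 2619, 862 and 4855 raw counts in the MB2003 monocultures and 1 over the 3 cocultures, a ratio of 23.1 (95% counting interval 4.14 to 912) after scaling (adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan *gh30A* had 31 counts in the monocultures and 5 in the cocultures, which was below edgeR's filter on low counts. In the fit of all 12 libraries the interaction of coculture with substrate did not pass for *gh30A* (log2 value -2.36, adjusted p = 0.24 from the same test).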

The β-1,4-galactanases containing GH53 catalytic domains are predicted to degrade galactan and arabinogalactan side chains in the hairy regions of pectin, by attacking the 1,4-β-d-galactosidic linkages in type I arabinogalactans (34). 

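The galactanase gene *agn53A* (bhn_I0681) of MB2003, whose enzyme cuts arabinogalactan side chains of pectin, lies on the chromosome from 763433 to 764752, plus strand. On pectin it had 1787, 591 and 3121 raw counts in the 3 monocultures and 1 over the 3 cocultures, a ratio of 15.2 (95% counting interval 2.73 to 602) after scaling (adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan it had 1 count over the monocultures and 3 over the cocultures, all at or under the floor of 3 counts, so no fold is given. Tested without the filter on low counts, its adjusted p on xylan was 0.39.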

In MB2003, *agn53A* (bhn_I0681) was significantly expressed in pectin-grown monoculture cells and was the most upregulated gene in xylan-grown coculture cells (Fig. 4C and Fig. 5B). This finding suggests that *agn53A* encodes an important xylan- and pectin-degrading enzyme in MB2003. 

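The carbohydrate binding protein gene bhn_I1873 lies on the chromosome from 2125095 to 2128046, minus strand. On pectin it had 3085, 724 and 4417 raw counts in the 3 MB2003 monocultures and 2 over the 3 cocultures, a ratio of 11.4 (95% counting interval 3.15 to 94.1) after scaling (adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan it had 30 counts in the monocultures and 10 in the cocultures, below edgeR's filter on low counts. Its level in the pectin cocultures rests on 2 counts.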

MB2003 contains one secreted carbohydrate-binding protein (CBP) (bhn_I1873; 984 amino acids), and this protein was significantly upregulated only in pectin-grown monoculture cells (Fig. 5B). The domain structure of bhn_I1873 is unique, containing six CBM6 domains toward the N terminus and a single C-terminal CBM2a domain. We propose that the significantly upregulated genes encoding the aforementioned enzymes contribute to the surface trimming and depolymerization of complex xylans (predominantly GAX) or pectin (predominantly XGA and RG-I).

### Carbohydrate uptake systems are upregulated in response to growth on xylan and pectin.

Functional annotations of DEGs assigned to the COG category of carbohydrate transport and metabolism were investigated in order to determine which carbohydrates are taken up by B316^T^ and MB2003 cultures grown on xylan and pectin. The transcriptional analysis revealed a substantial number of ABC transporters upregulated in MB2003 grown on xylan or pectin in both cocultures and monocultures (Fig. 6). 

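Sugar ABC transporter genes of MB2003 were mostly higher in coculture on xylan. Of 26 tested, 8 were called higher and 2 lower, or 11 and 1 with library totals (17 higher and 4 lower at an adjusted p under 0.05 over the list alone). The substrate-binding protein gene bhn_I1765, which brings sugar to its transporter, went from 1.90 ± 1.63 to 42.6 ± 14.3 normalized counts (SD, n = 3; log2 fold change 4.41, standard error 0.44, adjusted p = 1.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the permease gene bhn_I2224 from 6.33 ± 3.40 to 46.3 ± 8.99 (log2 fold change 2.82, standard error 0.35, adjusted p = 1.3e-08 from the same test). The substrate-binding protein genes bhn_I1845 and bhn_I0659 had log2 fold changes of 2.88 ± 0.26 and 2.42 ± 0.31 SE. Those lower were the permease gene bhn_I2259, with 141 raw counts in the monocultures and 0 in the cocultures (at least 19.4-fold lower), and the substrate-binding protein gene bhn_I1007, from 74.8 ± 15.9 to 17.6 ± 1.51 (log2 fold change -2.08, standard error 0.27, adjusted p = 3.4e-08 from the same test), a call lost with library totals and with a minimum of 10 counts. The list was higher by camera (median 1.44, adjusted p = 0.015, and adjusted p = 0.8 with an estimated correlation), a call also lost without any 1 of the monocultures.

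**Figure D3:**
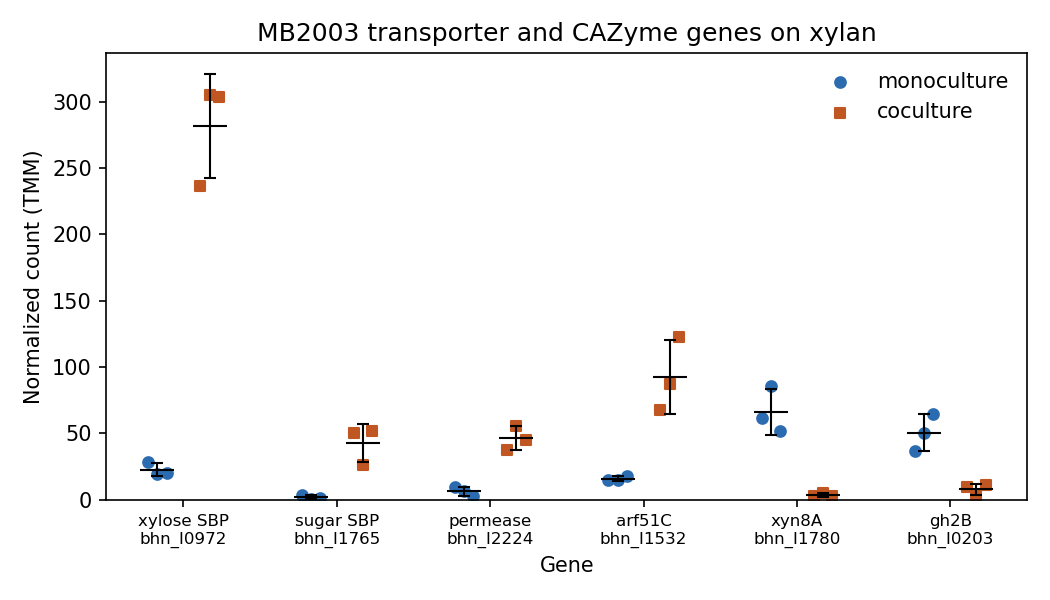
TMM-normalized counts of 6 MB2003 genes on xylan in each monoculture and coculture library (points, linear axis), with the mean and SD of n = 3 cultures. The transporter genes bhn_I0972, bhn_I1765 and bhn_I2224 and the arabinofuranosidase gene *arf51C* lie higher in the cocultures, and *xyn8A* and *gh2B* lower.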

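Among the largest MB2003 increases in coculture on xylan, besides transporter and motility genes, were a GntR family regulator bhn_I0757 (log2 fold change 4.77 ± 0.45 SE, adjusted p = 3.8e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the sigma-70 family factor bhn_I2601 (log2 fold change 3.80 ± 0.27 SE) and *pyrD*, an enzyme of pyrimidine synthesis (3.93 ± 0.40 SE). The largest decreases included the AraC family regulator bhn_I0186, from 86.8 ± 35.9 to 2.56 ± 0.754 normalized counts (SD, n = 3; log2 fold change -5.01 ± 0.44 SE), the CobW family protein bhn_I1243 (-4.60 ± 0.26 SE) and the asparagine synthase gene *asnB* (-4.47 ± 0.40 SE). On pectin the largest increases included the GGGtGRT family protein bhn_I1121 (log2 fold change 6.96 ± 0.76 SE), the AraC family regulator bhn_I0091 (6.39 ± 0.62 SE), the Rrf2 family regulator bhn_I2657 (6.27 ± 0.67 SE), the ABC transporter substrate-binding protein bhn_I2777 (5.67 ± 0.85 SE) and the efflux protein bhn_III24 (5.53 ± 0.81 SE). The genes of highest monoculture count among those at 0 in the pectin cocultures were the conjugation gene bhn_II008 on pNP144, at least 14.7-fold lower, and the type VII secretion gene *essC* (bhn_I1896), at least 13.3-fold lower.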

The most upregulated genes in both the xylan and pectin transcriptomes encode solute-binding proteins (SBPs) and permease proteins (PPs) of the sugar ABC transport systems. These proteins contained a carbohydrate uptake transporter type 1 (CUT1) domain (represented by COG1653 [SBPs] and COG0395, COG1175, and COG4209 [PPs]) or a CUT2 domain (COG1879 and COG4213 [SBPs] and COG1175 and COG4214 [PPs]). The CUT1 family mediates disaccharide and oligosaccharide uptake (35, 36).

**FIG 6:**
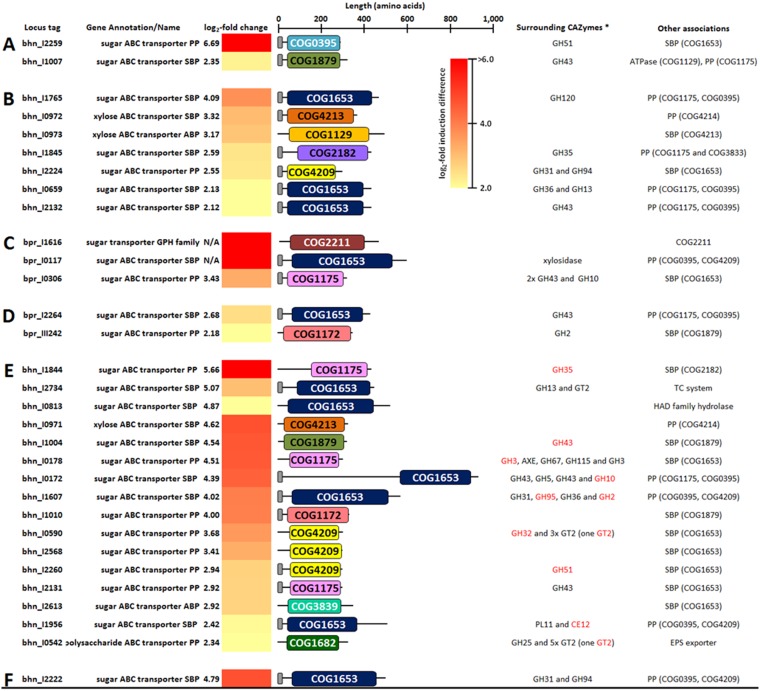
Functional domains of DEGs encoding carbohydrate transport proteins and surrounding CAZymes identified in xylan- or pectin-grown cultures. (A) MB2003 monoculture on xylan. (B) MB2003 coculture on xylan. (C) B316^T^ monoculture on pectin. (D) B316^T^ coculture on pectin. (E) MB2003 monoculture on pectin. (F) MB2003 coculture on pectin. *, CAZyme families of genes and DEGs (red) encoding polysaccharide-degrading enzymes colocalized with carbohydrate transport genes. SBP, solute-binding protein; PP, permease protein; AXE, acetyl-xylan esterase; ABP, ATP-binding protein; EPS, exopolysaccharide; TC system, two-component system histidine kinase; HAD family hydrolase, haloacid dehalogenase superfamily hydrolase. COG designations were as follows: COG0395, COG1175, COG1653, and COG1879, periplasmic component of ABC-type sugar transport system; COG1682, ABC-type polysaccharide/polyol phosphate export systems; COG2182, maltose-binding periplasmic proteins/domains; COG3833, permease component of ABC-type maltose transport systems; COG2211, Na^+^/melibiose symporter and related transporters; COG4213, periplasmic component of ABC-type xylose transport system; COG1129 and COG3839, ATPase component of ABC-type sugar transport systems; COG4209, permease component of ABC-type polysaccharide transport system; COG1172, permease component of ribose/xylose/arabinose/galactoside ABC-type transport systems. Small gray bars indicate signal peptide sequences.

Overall, the transcriptomic analysis identified upregulation of numerous genes encoding membrane proteins predicted to function as carbohydrate transporters (Data Sets S1 and S2). Among significantly upregulated genes encoding transporter proteins in MB2003, several genes have specific functions as xylose ABC transporters. For B316^T^, the only DEGs encoding carbohydrate transporters were predicted to function as general sugar ABC transporters.

DEGs associated with SBPs and PPs were identified in the pectin-grown B316^T^ transcriptomes only, with predicted functions as sugar ABC transporters (three in monoculture and two in coculture) (Fig. 6C and D). 

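In B316 T on pectin, the sugar ABC permease gene bpr_I0306 had 12 raw counts over the 3 monocultures and 1 over the cocultures, a ratio after scaling of 7.30 (95% counting interval 1.08 to 312), higher in monoculture. The substrate-binding protein gene bpr_I0117 and the sugar transporter gene bpr_I1616 each had 4 counts in the monocultures and 0 in the cocultures. Higher in coculture were the substrate-binding protein gene bpr_I2264, with 1 against 7 counts, a ratio of 11.5 (95% counting interval 1.48 to 518), and the permease gene bpr_III242, with 4 against 18. All 5 genes were below edgeR's filter on low counts, and tested without it each had an adjusted p of 0.74 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan, bpr_I2264 was tested, with a log2 fold change of 0.89 ± 0.32 SE (adjusted p = 0.52 from the same test), and was not called.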

Signal peptides were predicted for the majority of the upregulated sugar ABC transporter SBPs and PPs, as well as the xylose transporter SBPs, in MB2003. Overall, these results emphasize the importance of SBP-dependent ATP-driven active transport of oligosaccharides and monosaccharides for growth in B316^T^ and MB2003.

### Coexpression of CAZyme genes associated with highly expressed genes encoding ABC transporter binding proteins.

The polysaccharide-degrading enzymes found adjacent to the SBPs include a number of xylosidases/arabinofuranosidases (GH43), endo-1,4-β-xylanase (GH10), and a β-mannosidase (GH2). 

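On pectin, 82 sugar ABC transporter genes of MB2003 were tested, and 4 were called higher and 45 lower in coculture, or 1 and 57 with DESeq2 or library totals (8 higher and 47 lower over the list alone). The substrate-binding protein genes bhn_I0813, bhn_I1607 and bhn_I2734 and the permease gene bhn_I1844 had 0 counts in the cocultures and were at least 5.84, 5.58, 4.67 and 4.74-fold lower. The substrate-binding protein gene bhn_I0172 had a ratio of 23.5 (95% counting interval 4.21 to 927), higher in monoculture. As a group these genes were not called different from the other genes (median log2 fold change -3.04, or -1.19 with genes at 0 set at their bound; camera adjusted p = 0.69). The medians of all tested genes were -10.35 and -1.22. Genes of MB2003 that passed on xylan and not on pectin included the substrate-binding protein gene bhn_I2132, with log2 fold changes of 2.45 ± 0.31 and 0.37 ± 0.79 SE. It did not pass the test of the difference between substrates in the fit of all 12 libraries (log2 value -1.24 ± 0.68 SE, adjusted p = 0.16 from edgeR's quasi-likelihood test).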

MB2003 cells grown on xylan upregulated nine genes associated with sugar ABC transport systems, while 17 genes were upregulated on pectin (Fig. 6). Examples of the surrounding polysaccharide-degrading enzymes found in MB2003 xylan**-**grown cells include α-l-arabinofuranosidase (GH51), xylosidases/arabinofuranosidases (GH120 and GH43), α- and β-galactosidases (GH35 and GH36), sucrose phosphorylase (GH13), and glycosidases (GH31) (Fig. 6A and B). 

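The xylose ABC transporter genes bhn_I0971, bhn_I0972 and bhn_I0973 of MB2003 lie beside each other on the chromosome. bhn_I0972, a xylose-binding protein gene on the chromosome from 1092226 to 1093380, plus strand, went from 22.8 ± 5.15 normalized counts in xylan monoculture to 282 ± 39.0 in coculture (SD, n = 3; log2 fold change 3.62, standard error 0.21, adjusted p = 3.0e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On pectin it went from 52.8 ± 11.7 to 209 ± 58.0 (log2 fold change 2.03, standard error 0.32, adjusted p = 0.0014 from the same test), a call lost with DESeq2, with library totals and without any 1 of 5 libraries. It was also lost with the monocultures thinned to the depth of the cocultures (log2 fold change -0.38, chosen after seeing the data). The thinned fit is scaled on its own tested genes, so that value is not on the scale of the 2.03. The ATP-binding protein gene bhn_I0973 had 3 raw counts in the xylan monocultures and 11 in the cocultures, a ratio of 8.88 (95% counting interval 2.35 to 49.6), higher in coculture. It was below the filter on low counts, and without the filter its adjusted p was 0.071, while the fit of all 12 MB2003 libraries called it higher in coculture (adjusted p = 0.017). The xylose-binding protein gene bhn_I0971 had 6648 counts in the pectin monocultures and 1 in the cocultures, a ratio of 18.4 (95% counting interval 3.30 to 728) (adjusted p = 0.0025 from the same test), and 6 and 4 counts on xylan.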

MB2003 grown in coculture on xylan upregulated bhn_I0972 and bhn_I0973, associated with xylose transport, while bhn_I0971 was upregulated in monoculture on pectin (Fig. 6B and E). All of the SBPs represented by the COG1653 domain in both B316^T^ and MB2003 were found proximal to other genes predicted to be involved in xylan degradation and metabolism, including various genes encoding GH43, GH10, GH51, GH53, and CE12 CAZy domains (Fig. 6). These included two SBP-encoding genes identified in xylan-grown B316^T^ monocultures and cocultures, bpr_I0182 and bpr_I0313, which were found previously in B316^T^ xylan-grown cells as part of polysaccharide utilization loci (14) predicted to be involved in hemicellulose degradation. 

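In B316 T on xylan, the sugar-binding protein gene bpr_I0182 had 95.1 ± 29.9 normalized counts in monoculture and 196 ± 32.4 in coculture (SD, n = 3; log2 fold change 1.03, standard error 0.32, adjusted p = 0.51 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). bpr_I0313, another sugar-binding protein gene, had 113 ± 9.25 and 75.9 ± 8.54 (log2 fold change -0.58, standard error 0.25, adjusted p = 0.52 from the same test). Neither was called. bpr_I0182 lies on the chromosome from 233071 to 234795, plus strand, and bpr_I0313 on the chromosome from 420591 to 422084, plus strand. On pectin bpr_I0182 had 3 raw counts over the 3 monocultures and 5 over the cocultures, and bpr_I0313 8 and 3.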

The polysaccharide utilization loci containing these SBPs have genes encoding β-xylosidases, α-glucuronidases, acetyl-xylan esterases, ferulic acid esterases, and secreted endo-1,4-β-xylanases (33).

Similarly, several polysaccharide-degrading enzymes were identified proximal to the genes upregulated in MB2003 pectin transcriptomes. Examples include xylosidases/arabinofuranosidases (GH43 and GH51), endo-1,4-β-xylanase (GH10), acetyl-xylan esterase, endo-1,4-β-glucanase/xylanase (GH5), β-glucosidase (GH31), α-d-glucuronidase (GH67), α-glucuronidase (GH115), β-xylosidase (GH30), pectin esterase (CE12), and rhamnogalacturonan lyases (PL11) (Fig. 6E). The CAZymes surrounding the various SBPs were highly upregulated, and many of these were expressed only in the monoculture MB2003 transcriptomes (Data Set S3). In contrast, only one gene (bhn_I2222) was significantly upregulated in coculture, in proximity to a glucosidase (GH31) and cellobiose phosphorylase (GH94) (Fig. 6F). These findings are consistent with the extracellular breakdown of xylan and pectin by B316^T^, followed by capture and uptake of monosaccharides, xylo-oligosaccharides, and pectic oligosaccharides by the ABC transporters of both B316^T^ and MB2003.

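The sugar-binding protein gene bhn_I2222 of MB2003 lies on the chromosome from 2498440 to 2499999, minus strand. On pectin it went from 103 ± 40.4 normalized counts in monoculture to 3107 ± 495 in coculture (SD, n = 3; log2 fold change 4.91, standard error 0.60, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript opposite to bhn_I2222, taken after seeing the data, had a log2 fold change of 1.87 ± 0.53 SE on pectin and was not called. The neighbouring glycoside hydrolase gene *gh31C* (bhn_I2221) went the other way, from 149 ± 22.3 to 23.8 ± 22.0 (log2 fold change -2.45, standard error 0.53, adjusted p = 0.0038 from the same test), a call lost in the fit of all 12 MB2003 libraries. The cellobiose phosphorylase gene *cbp94A* (bhn_I2226) had 6491 raw counts in the monocultures and 0 in the cocultures, at least 5.99-fold lower. On xylan bhn_I2222 went from 222 ± 57.6 to 556 ± 60.8 (log2 fold change 1.32 ± 0.18 SE), short of the threshold of 2. In the fit of all 12 MB2003 libraries, bhn_I2222 had log2 fold changes of 1.19 on xylan and 5.66 on pectin and *gh31C* of 3.18 and -1.70. The difference between substrates was 4.47 for bhn_I2222 (adjusted p = 7.4e-10 from edgeR's test of the interaction), or 1.90 with library totals, and -4.88 for *gh31C* (adjusted p = 2.0e-12 from the same test), or -7.49.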

### Debranching of xylo-oligosaccharides and pectic oligosaccharides is predicted to occur inside the cell.

The polysaccharide-degrading enzymes of MB2003 and B316^T^ both appear to be configured to carry out limited extracellular degradation of xylan and pectin. Xylo-oligosaccharides and pectic oligosaccharides entering the cytoplasm are predicted to be degraded by a range of exo-acting enzymes. 

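The B316 T gene *gh31D* (bpr_I2860), which encodes a family 31 glycoside hydrolase, lies on the chromosome from 3431998 to 3433956, minus strand. On pectin it had 0 raw counts in each monoculture and 2, 2 and 1 in the 3 cocultures, at least 2.74-fold higher in coculture with 3 counts over the monocultures as the floor. Its 5 counts were below edgeR's filter on low counts, and tested without the filter its adjusted p was 0.74 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan *gh31D* had 11 raw counts over the monocultures and 8 over the cocultures.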

Surprisingly, B316^T^ significantly upregulated only *gh31D* (a possible α-glucosidase [EC 3.2.1.20] or α-xylosidase [EC 3.2.1.-]) when grown in cocultures on pectin (Fig. 5A). 

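The exo-oligoxylanase gene *xyn8A* (bhn_I1780) of MB2003, whose enzyme releases xylose from the reducing end of short xylan chains, lies on the chromosome from 2026773 to 2027924, minus strand. On xylan it went from 66.4 ± 17.3 normalized counts in monoculture to 3.72 ± 1.33 in coculture (SD, n = 3; log2 fold change -4.15, standard error 0.39, adjusted p = 3.9e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gh2B* (bhn_I0203), a family 2 glycoside hydrolase gene, went from 50.5 ± 13.9 to 8.08 ± 4.09 (log2 fold change -2.59, standard error 0.35, adjusted p = 1.0e-07 from the same test). On pectin *xyn8A* had a log2 fold change of -0.84 ± 0.54 SE (adjusted p = 0.17 from the same test) and *gh2B* one of -0.39 ± 0.59 SE (adjusted p = 0.55 from the same test), and neither was called, although *xyn8A* was without monoculture replicate 3. In the fit of all 12 MB2003 libraries, *xyn8A* had log2 fold changes of -4.31 on xylan and -0.09 on pectin and *gh2B* of -2.73 and 0.37, with differences between substrates of 4.22 for *xyn8A* (adjusted p = 1.1e-05) and 3.09 for *gh2B* (adjusted p = 0.00021). Neither difference passed with library totals (adjusted p = 0.085 and adjusted p = 0.69), and that of *gh2B* did not with DESeq2 (adjusted p = 0.20).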

In xylan-grown MB2003 transcriptomes, the two most upregulated cytosolic CAZyme genes were *xyn8A* (reducing-end xylose-releasing exo-oligoxylanase [GH8/Pfam01270]) and *est4C* (polysaccharide deacetylase [CE4/Pfam01522]) (Fig. 4B). 

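Among the CAZyme genes of MB2003 at 0 counts in all 3 pectin cocultures were the family 2 glycoside hydrolase gene *gh2C* (bhn_I1874, at least 10.2-fold lower in coculture), the alpha-L-fucosidase gene *gh95A* (bhn_I1605, at least 9.23-fold lower), the alpha-mannosidase gene *man38A* (bhn_I0088, at least 8.86-fold lower) and the arabinofuranosidase gene *arf51A* (bhn_I2258, at least 8.38-fold lower). These enzymes act on different sugars of plant polysaccharides. The alpha-galactosidase gene *aga36C* (bhn_I1972), *xsa43C* (bhn_I2065), *bga35B* (bhn_I1841) and *bga2C* (bhn_I0840) were at least 6.43, 5.21, 6.16 and 5.06-fold lower. The beta-galactosidase gene *bga2A* (bhn_I2551), with 6 raw counts left in the cocultures, went from 171 ± 9.22 to 28.4 ± 28.2 normalized counts (SD, n = 3; log2 fold change -2.39, standard error 0.51, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost in the fit of all 12 MB2003 libraries. All other genes named here were also called.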

The CAZyme genes upregulated in MB2003 monocultures grown on pectin varied greatly in their predicted enzymatic capabilities (Fig. 5B). These included genes with multiple domains (acetyl-xylan esterase containing a GH2 sugar-binding domain and a domain of unknown function [DUF303] [Pfam03629]), genes containing two identical catalytic domains within the same gene (β-glucosidase *bgl3D* with two GH3 domains [Pfam00933]), and two β-galactosidase genes (*bga2A* and *bga2C*) that each contain two GH2 (Pfam00703) domains. A polysaccharide lyase gene, *pl11A* (PL11/COG14111 domains), was also highly upregulated in the MB2003 pectin-grown monocultures, as were *lyc25B,* a lysozyme containing GH25 and two SH3 domains, and *xsa43A,* a xylosidase/arabinofuranosidase containing GH43 and CBM6 domains.

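*pl11A* (bhn_I1953), which encodes a lyase of rhamnogalacturonan, a branched part of pectin, lies on the chromosome from 2203819 to 2206059, minus strand. It had 9186 raw counts over the 3 MB2003 pectin monocultures and 0 over the cocultures, at least 8.48-fold lower in coculture (adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other genes for breaking pectin were also lower, as were 1888 of all 2982 tested MB2003 genes on pectin. The polygalacturonase gene *pgl28B* (bhn_I2715), whose enzyme cuts the galacturonan backbone, had 6011 counts against 1, a ratio after scaling of 16.7 (95% counting interval 2.99 to 658). The unsaturated rhamnogalacturonyl hydrolase gene *gh105B* (bhn_I0092) had 3313 counts against 0, at least 3.06-fold lower.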

## DISCUSSION

Xylan and pectin are abundant plant structural polysaccharides and are major sources of energy for microbial fermentation within ruminants. The xylan derived from oat spelt that was used in this experiment is largely composed of GAX with a xylose backbone (37), while the apple pectin is mainly RG-I and XGA (38), with backbones of galacturonic acid and rhamnose (39). Rumen bacteria degrade xylans to xylose and arabinose, whereas pectins are degraded predominantly to rhamnose and galactose, along with a variety of oligosaccharides produced from both substrates (40–42). In the present study, B. proteoclasticus B316^T^ was confirmed to be a strong degrader of xylan and pectin, while B. hungatei MB2003 was unable to utilize either substrate alone to support significant growth (Fig. 1). MB2003 was able to grow only in cocultures with B316^T^, utilizing the sugars released by B316^T^ from xylan or pectin. The relationship between MB2003 and B316^T^ is not simple commensalism, as the growth of B316^T^ cells in cocultures with MB2003 was compromised, compared to their growth in monoculture. This is borne out by the growth of each strain on the sugar components of both xylan and pectin (Fig. 1G and H), which clearly demonstrated that MB2003 was able to achieve a higher growth rate than B316^T^ in both situations. This relationship appears to be a form of competition in which B316^T^ acts as a primary degrader of the insoluble substrates, releasing soluble sugars for its growth. MB2003 is able to compete for the soluble sugars in a manner that allows it to grow to almost the same extent as B316^T^ in cocultures, presumably enabling its coexistence with B316^T^ in the rumen.

Analyses of the soluble sugars released during growth on xylan showed that fermentation in the B316^T^ monoculture and coculture samples was complete by 12 h, after which the levels of xylose decreased dramatically (Fig. 1A and C), compared to MB2003, which released very little soluble sugar from xylan (Fig. 1B). The total pool of xylose detected in the B316^T^ plus MB2003 cocultures on xylan was lower than that in the B316^T^ monoculture, and the xylose concentration at 12 h postinoculation was reduced (Fig. 1A). It is possible that the other sugars analyzed (or not detected) could have been released and used immediately (or at time points not analyzed), such that their concentrations in the samples did not appear to increase. However, this seems unlikely, given that xylan extracted from oat spelt is typically >70% xylose and <10% arabinose and <15% glucose (CAS no. 9014-63-5, product no. X0627; Sigma-Aldrich). The growth experiments with monocultures of B316^T^ and MB2003 using the sugar components of xylan corroborate the hypothesis of MB2003 cross-feeding on the released xylose (Fig. 1G).

In pectin-grown monocultures and cocultures, galactose was the main monosaccharide detected. B316^T^ grown in monoculture contained the highest galactose concentrations (Fig. 1D), which is consistent with B316^T^ being more efficient at breaking down pectin. MB2003 had very poor, if any, ability to utilize pectin (20) but in cocultures MB2003 could compete with B316^T^ for the released galactose. The growth experiments on the sugar components of pectin suggest it is likely that, in addition to galactose, galacturonic acid (not detected in the HPIC analysis) was released during hydrolysis of pectin and was used by MB2003 (Fig. 1H). In a previous study, B316^T^ grown on pectin (43) showed increases in rhamnose, arabinose, and other monosaccharides and disaccharides but not galacturonic acid or galactose. This was interpreted as indicating that B316^T^ had utilized the galacturonic acid and galactose rapidly, such that they did not accumulate in the cultures.

Taken together, the growth experiments showed that MB2003 was unable to utilize xylan or pectin when grown in monoculture but was capable of significant growth on the breakdown products of both substrates when cocultured with B316^T^. MB2003 appears to sustain itself in coculture until primary degradation of xylan and pectin by B316^T^ is under way, and then it competes for the uptake of released soluble carbohydrates. The B316^T^ transcriptome analysis showed that only genes required for substrate utilization were significantly upregulated (Fig. 2 and 3). Genome sequence information (14) and proteome analyses (44, 45) indicate that B316^T^ primarily attacks the xylan backbone and substituent groups of hemicellulose outside the cell via secreted enzymes. The variable-length substituted or unsubstituted xylo-oligosaccharides are thought to be transported into the cell, where the final degradation occurs. B316^T^ most likely applies a similar approach for the degradation of pectin. The limited external breakdown of xylan or pectin, followed by the transport and utilization of xylo-oligosaccharides and pectic oligosaccharides in the cytoplasm, limits the loss of fermentable carbohydrates to competing bacterial species.

B. hungatei MB2003 cannot initiate the breakdown of either xylan or pectin but acts as a competitor for sugars released from the insoluble substrates through the primary degradation activity of B316^T^. MB2003 monocultures in xylan- or pectin-containing media strongly upregulated genes involved in almost every biological process, in an attempt to initiate growth. MB2003 grown in coculture with B316^T^ on xylan or pectin also showed upregulation of many genes, but to a lesser extent than in the monocultures. These upregulated genes include those encoding the enzymatic machinery required to utilize the oligosaccharides released from the initial degradation of xylan and pectin by B316^T^.

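Of 518 MB2003 genes tested on both substrates, 57 were called on both. In coculture, 22 of them were higher on both substrates and 14 lower on both, while 12 were lower on xylan and higher on pectin and 9 the reverse. In the same order these were 15, 22, 9 and 14 of 60 with DESeq2, 22, 14, 4 and 20 of 60 with library totals, and 9, 1, 6 and 2 of 18 with the pectin monocultures thinned to the depth of the cocultures, chosen after seeing the data. *arf51C* was higher on both substrates under each of these, and *gh31C* higher on xylan and lower on pectin. The response to coculture differed between substrates for 523 MB2003 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test of the interaction), 251 with a larger log2 value on pectin and 272 with a smaller one. With library totals the count was 1069, 95 larger and 974 smaller, with DESeq2 1317, 136 and 1181, and with upper-quartile factors 442, 289 and 153. It was 340 without pectin coculture replicate 3 and 325 with the replicate number as a block. For B316 T the same test found 0 genes, with 6 when no filter on low counts was applied and up to 9 without 1 library. On simulated counts 43.5% of B316 T genes with an interaction of 3 on the log2 scale were called, against 79.5% for MB2003. In these simulations 200 of 1002 and 200 of 1963 genes were changed, and the shares can be lower where fewer change.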

The B316^T^ and MB2003 gene complements suggest that they transport a variety of substituted xylan and pectin oligomers across their bacterial cell walls. *Butyrivibrio* species have Gram-positive cell wall structures (21), and monosaccharide transport across the bacterial cell wall is mediated by a variety of extracellular SBPs linked to dedicated sugar ABC transporter systems (19, 20). Recent data on the B316^T^ secretome (44, 46) and carbohydrate-transport-associated membrane proteins (45), as well as genome sequence analysis of MB2003 (19, 20), identified a large number of sugar-specific ABC transporter SBPs. Overall, analysis of MB2003 upregulated SBPs and their functional domains, along with surrounding genes encoding polysaccharide-degrading enzymes, revealed that the most prevalent functional category was the COG1653 domain, which is known to be associated with oligosaccharide transport (45). In B316^T^ and MB2003 pectin transcriptomes, there was upregulation of the genes predicted to encode sugar ABC transporter PPs (COG1172) and SBPs (COG1879), respectively. The encoded proteins have functional roles as ribose, xylose, arabinose, and galactose ABC transporters, suggesting a preference for these substrates. The substantial upregulation by MB2003 of sugar ABC transport system genes and a large variety of colocalized genes encoding polysaccharide-degrading enzymes (Fig. 6) supports the findings that MB2003 is able to grow only in coculture on xylan and pectin through cross-feeding on the released oligosaccharides and monosaccharides, such as xylose, arabinose, and rhamnose.

Once transported inside the cell, the oligosaccharides are degraded to their constituent monomers through the activity of several classes of cytosolic enzymes, including β-xylosidases, α-galactosidases, and α-glucuronidases that contain GH3, GH27, GH115, and GH67 CAZy domains (47–50). 

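On pectin, the beta-glucosidase gene *bgl3A* (bhn_III64) of MB2003 had 6877 raw counts over the 3 monocultures and the family 27 glycoside hydrolase gene *gh27A* (bhn_I0084) 7466, and both had 0 over the cocultures, at least 6.35-fold and 6.89-fold lower. The alpha-glucuronidase genes *gh115A* (bhn_I0187) and *agu67A* (bhn_I0185), whose enzymes remove glucuronic acid from xylan chains, had 10728 and 8897 counts against 1 and 2. After scaling, the ratio was 29.7 (95% counting interval 5.33 to 1174) for *gh115A* and 12.3 (95% counting interval 3.41 to 102) for *agu67A*, higher in monoculture. The beta-glucosidase gene *bgl3D* (bhn_I0717) had a ratio of 13.4 (95% counting interval 2.40 to 529.5), and its call was lost without coculture replicate 1 or 2. The other 4 were called with adjusted p of 0.002, 0.0013, 7.4e-04 and 0.0026 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On xylan *gh115A* had a log2 fold change of 1.92 ± 0.20 SE (adjusted p = 2.1e-10 from the same test), the opposite direction.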

MB2003 in monocultures on pectin significantly expressed intracellular genes encoding enzymes containing GH3, GH27, GH115, and GH67 CAZy domains (Fig. 5B). In addition, MB2003 genes containing GH13 and PL11 CAZy domains (Fig. 6E) were expressed only in pectin-grown cells. This implies that the availability of a particular carbon source causes activation of a wider network of genes that enable these rumen bacteria to break down, to transport, and to metabolize such substrates for growth.

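On xylan, MB2003 genes with these domains had few counts. The alpha-amylase gene *amy13B* (bhn_I0644) had 40 raw counts over the 3 monocultures and 4 over the 3 cocultures, *amy13A* (bhn_I2738) 13 and 6, and *amy13D* (bhn_I0680) 4 and 3. The lyase gene *pl11A* had 6 and 0. All 4 were below edgeR's filter on low counts on xylan. On pectin *amy13D* had 4219 counts over the monocultures and 0 over the cocultures, at least 3.90-fold lower (adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).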

It is interesting to note that gene expression in B316^T^ was mostly unaffected by the presence of MB2003. However, the transcription levels of many genes encoding CAZymes, including the endo-1,4-β-xylanase genes *xyn10D* and *xyn10E* (bpr_I1083 and bpr_I1740) and the endo-1,4-β-glucanase gene *cel5D* (bpr_I0728), as well as sugar ABC transport system genes, were elevated in B316^T^ (Data Set S1).

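The B316 T xylanase gene *xyn10D* (bpr_I1083), whose enzyme cuts within the xylan chain, had 3057 ± 1725 normalized counts in xylan monoculture and 1852 ± 753 in coculture (SD, n = 3; log2 fold change -0.72, standard error 0.50, adjusted p = 0.72 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *xyn10E* (bpr_I1740), another xylanase gene, had 187 ± 12.9 and 288 ± 31.6 (log2 fold change 0.62, standard error 0.27, adjusted p = 0.52 from the same test), and the endoglucanase gene *cel5D* (bpr_I0728) 202 ± 31.0 and 290.5 ± 14.4 (log2 fold change 0.52, standard error 0.28, adjusted p = 0.58 from the same test). On pectin *xyn10E* had 128 ± 23.0 and 87.1 ± 32.0 and *cel5D* 13.3 ± 1.70 and 20.8 ± 8.60, and none of the 3 genes was called on either substrate. *xyn10D* lies on the chromosome from 1329992 to 1332070, minus strand, *xyn10E* on the chromosome from 2142209 to 2143513, plus strand, and *cel5D* on the chromosome from 876986 to 878497, minus strand. Leaving out the filter on low counts or scaling by library totals called none of them on xylan either.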

It was observed that a MB2003 gene encoding a CBP was significantly upregulated only in pectin-grown monoculture cells. CBPs containing multiple noncatalytic domains have a possible role in a process called amorphogenesis (51), in which the interface between plant polysaccharides is interrupted by the binding of these proteins. Also, recent studies have shown that, in discrete regions of plant cell walls, initial enzymatic attack of pectin increases the access of CBMs to cellulose (52), effectively loosening the polysaccharide interactions to reveal the xylan and xyloglucan substrates (53, 54). In the rumen, B316^T^ and MB2003 may secrete these noncatalytic CBPs, along with polysaccharide-active enzymes, as a mechanism to enhance the rate and extent of plant cell wall degradation by disrupting the interface between other polysaccharides. The CBMs appear to be an important feature of noncatalytic CBPs from rumen *Butyrivibrio* (55) and therefore are of interest for future studies.

The transcriptome analyses have highlighted the differences in gene expression between B. proteoclasticus B316^T^ and B. hungatei MB2003 grown in monocultures and in cocultures, and they support the observed competitive interactions between these two rumen bacteria. B316^T^ showed relatively little change in gene expression when cocultured with MB2003 on either xylan or pectin. In contrast, MB2003 showed poor utilization of either xylan or pectin for growth. These analyses also highlight the diverse repertoire of *Butyrivibrio* genes encoding polysaccharide-degrading enzymes and sugar ABC transport systems that are expressed during xylan and pectin degradation. 

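The butyrate kinase gene *buk* (bpr_I2323), for the last step of making butyrate in B316 T, had a log2 fold change of 0.12 ± 0.61 SE between xylan coculture and monoculture (adjusted p = 0.96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median of all tested B316 T genes was -0.02 on each substrate. The common biological coefficient of variation between replicates of B316 T was 0.449 on xylan and 0.398 on pectin, against 0.145 and 0.269 for MB2003. Without monoculture replicate 3 on xylan it was 0.256, and without coculture replicate 2 on pectin 0.269. On simulated counts made from the B316 T xylan libraries, 83% of genes changed by a log2 value of 3 were called in the right direction. In that simulation 100 of 1559 genes changed by this much and 100 by a value of 4. The share can be lower where fewer genes change. The paper states that the transcriptomes support the competitive interactions it observed between the strains, and sets the relatively small change in B316 T against the poor growth of MB2003 on either substrate.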

Noncatalytic proteins (e.g., CBPs) may also be important in this process. Future work should expand the biochemical characterization of enzymatic activities of the numerous CAZymes encoded in a wider range of *Butyrivibrio* species and should define the substrate specificities of their various SBPs for xylo-oligosaccharide and pectic oligosaccharide transport systems. This information will allow a better appreciation of the potential interactions that occur between *Butyrivibrio* species and an improved understanding of the degradation of insoluble substrates in the rumen.

## MATERIALS AND METHODS

### DNA sequencing, genome analysis, and curation.

B. hungatei MB2003 and B. proteoclasticus B316^T^ (56) were isolated from the rumen contents of fistulated Friesian dairy cattle (57) and sequenced (19, 20). DNA isolation and genome sequencing and assembly methods were described previously (20, 53). The GenBank accession numbers of the previously sequenced B. proteoclasticus B316^T^ nucleotide sequences (14) are CP001810 (main chromosome), CP001811 (BPc2), CP001812 (pCY360), and CP001813 (pCY186) (BioProject PRJNA29153).

### Growth of *Butyrivibrio* strains and isolation of RNA.

B. hungatei MB2003 and B. proteoclasticus B316^T^ were cultured anaerobically, under a CO_2_ atmosphere, at 39°C in prewarmed RM02 medium supplemented with 0.5% (wt/vol) cellobiose. When possible, the number of serial subculturing was reduced to a minimum before refreezing of stocks (−85°C), to avoid *in vitro* culture-biased evolution (58). Culture purity was verified via wet mounting and Gram staining. Cells were subcultured twice consecutively in triplicate with the respective growth medium, to ensure complete adaptation to the carbohydrate growth source. The OD_600_ was monitored using an Ultrospec 1100 Pro spectrophotometer (GE Healthcare, UK) over a period of 24 h. At mid-log phase of growth (OD_600_ of 0.4), cell counts for each monoculture were quantified using a Petroff-Hausser chamber (product no. 3900; Hausser Scientific, Horsham, PA, USA), according to the manufacturer’s instructions. Cell-density-equilibrated cultures were subcultured into 70 ml prewarmed RM02 medium with 0.5% (vol/vol) inoculum, supplemented with either 0.5% (wt/vol) xylan from oat spelt (CAS no. 9014-63-5, product no. X0627; Sigma-Aldrich, St. Louis, MO, USA) or pectin isolated from apple (CAS no. 9000-69-5, product no. 93854; Sigma-Aldrich) as the main carbohydrate source. For the monocultures, B316^T^ or MB2003 cells were inoculated separately into the medium; for the coculture samples, 0.25% (vol/vol) inocula of each equilibrated culture were added. Inoculations were done in triplicate for each organism (or coculture) and substrate, to be harvested at five time points (0, 8, 12, 16, and 24 h). On collection of each sample, 2 ml of each culture was removed and stored at −85°C for subsequent qPCR, HPIC, and VFA analyses. An overview of the MB2003 and B316^T^ coculture growth experiment is presented in Fig. S1 in the supplemental material. The remainder of each culture was snap frozen with liquid N_2_, and genomic RNA/DNA was extracted using a modified version of a liquid N_2_ and grinding method (59).

Briefly, 10 g of each frozen culture sample was combined with 2 volumes of RNA Bacterial Protect Reagent (Qiagen, Hilden, Germany). The thawed sample was centrifuged at 15,000 × *g* for 10 min at 4°C, and the cell pellet was resuspended in 1 ml of extraction buffer A (200 mM NaCl, 20 mM EDTA), 420 μl of 20% (wt/vol) SDS, and 1 ml of a mixture of phenol, chloroform, and isoamyl alcohol (25:24:1 [vol/vol/vol] [pH 4.5]; Thermo Fisher Scientific Inc., Waltham, MA, USA). The cells were disrupted by five rounds of bead beating, using a Mini-Beadbeater-96 (BioSpec, Bartlesville, OK, USA), for 4 min at full speed. An equal volume of isopropanol and 0.1 volume of 3 M sodium acetate (pH 5.5) were added and gently mixed, and the mixture was stored at −20°C overnight (59). The cell pellets were precipitated with ethanol, followed by DNase treatment using the Baseline-ZERO DNase kit (Epicentre Technologies, Madison, WI, USA), and RNA was purified using the MEGAClear kit (Thermo Fisher Scientific), based on the manufacturer’s instructions. RNA yield and quality were assessed using the Bioanalyzer 2100 with the RNA 6000 Nano assay reagent kit from Agilent (Santa Clara, CA), and samples were stored at −85°C until RNA sequencing (RNA-seq), using Illumina HiSeq 2000 technology, at the Beijing Genomics Institute.

### Quantitative PCR assays.

Bacterial growth on xylan and pectin cannot be measured by changes in OD_600_, due to the cloudy nature of the medium containing these substrates. Therefore, qPCR assays were developed so that each strain could be enumerated separately, or collectively when cocultured, during growth on these insoluble substrates. To determine the target genes for the qPCR assays, a comparison of the complete B. hungatei MB2003 and B. proteoclasticus B316^T^ genomes to identify unique and conserved genome regions was conducted using differential BLAST analysis (60). The specificity of each primer/probe assay was demonstrated by qPCR, using the primers listed in Table 4. qPCR (total reaction volume, 20 μl) was performed using KAPA SYBR Fast qPCR kit master mix (2×) universal (KAPA Biosystems, Wilmington, MA, USA), 0.1 μM TaqMan sense primer, 0.1 μM TaqMan antisense primer, 0.1 μM TaqMan probe, and ≤20 ng of template DNA. qPCR amplifications were performed on a Rotor-Gene 6000 real-time rotary analyzer (Corbett Life Science, Qiagen), using the following qPCR program: enzyme activation at 95°C for 10 min, initial denaturation at 95°C for 10 s, and then 40 cycles of 95°C for 30 s, annealing at 56°C for 30 s, and extension at 72°C for 1 min per kilobase of DNA template. The absence of nonspecific signals was evaluated by melt curves for each qPCR between 72°C and 95°C. The melt curve temperature protocol was 1°C per step, with a wait of 90 s for premelt conditioning on the first step and 5 s for each step thereafter. The Rotor-Gene 6000 series software (Corbett Life Science) was used to generate the melt curves and to determine threshold cycle (*C_T_*) values. Confidence intervals were calculated by Student's *t* test, where the statistical significance was set at a *P* value of <0.05. All *C_T_* values are averages of at least three repetitions. The specificity of each qPCR amplicon was further confirmed by gel electrophoresis, showing a single band of the correct size.

**TABLE 4:** TaqMan primers/probes used to enumerate culture growth

Primer/probe	Specificity	Gene annotation	Locus tag	Amplicon size (bp)	Sequence
buk_Forward	B316^T^ and MB2003	Butyrate kinase (*buk*)	bpr_I2323	90	5′-ACCTTGGAACCAACGATATGAG-3′
buk_Reverse					5′-GGTAAATGAAAGCGTCACGAAC-3′
buk_Probe					5′-TGTGTGATGAGGGCAACGAGAAGG-3′
CBD_Forward	B316^T^	Cell-wall-binding-domain-containing protein	bpr_I0264	86	5′-CGCTACAGAGGGAACTGAAATAG-3′
CBD_Reverse					5′-CCTCAAGGCTCTCATCAACTAC-3′
CBD_Probe					5′-CTGTGGAAGCATCAAGCGCAGC-3′
Arf51C_Forward	MB2003	α-l-Arabinofuranosidase (*arf51C*)	bhn_I1532	88	5′-GCAAAGGTATGTTTGGACTGTT-3′
Arf51C_Reverse					5′-AAACTACGGTTCTCAAGCATTTC-3′
Arf51C_Probe					5′-TGCATGAAGACCACCGTCAAGACC-3′

### Fermentation end product analysis.

The VFA production profiles of *Butyrivibrio* strains were determined by quantification of acetic, butyric, and propionic acids and the branched chain VFAs isobutyric acid and isovaleric acid, which were used as indicators of growth and insoluble polymer substrate utilization of the *Butyrivibrio* strains (61). The *Butyrivibrio* cells for use as inocula were cultured as described previously and passaged three times. Cultures were then inoculated, in triplicate (0.5% [wt/vol] inoculum), into Hungate tubes containing 9.5 ml of RM02 medium and 0.5% (wt/vol) insoluble substrate and were grown anaerobically for 48 h at 39°C, with gentle horizontal shaking. The insoluble substrates analyzed were pectin, inulin, cellulose, dextrin, starch, and xylan. Uninoculated media supplemented with 0.5% cellobiose (wt/vol) and cultures grown with cellobiose (0.5% [wt/vol]) as the sole substrate were used as controls. Samples were analyzed using a Hewlett Packard/Agilent 6890 GC gas chromatograph system (GMI, Ramsey, MN, USA) with flame ionization detection. A HP-PLOT molecular sieve capillary column (30 mm by 0.53 mm [inner diameter] by 25 μm [film]; Agilent Technologies) was used for separation, with a column helium flow rate of 5.5 ml/min.

An additional method (62) was used to derivatize formic, lactic, and succinic acids, which could not be detected using the VFA method described above and are important fermentation products used to characterize *Butyrivibrio* strains phenotypically. The internal standard used was 2-ethylbutyric acid (Sigma-Aldrich), and samples were derivatized with *N*-methyl-*N-t*-butyldimethylsilyltrifluoroacetamide (MTBSTFA) (Sigma-Aldrich). Samples were analyzed using a Shimadzu GC-2010 Plus gas chromatograph with a helium ionization detector, and a MXT-Msieve5A PLOT capillary column (30 mm by 0.53 mm [inner diameter] by 50 μm [film]; Restek Corp., Bellefonte, PA, USA) was used for separation.

### High-pressure ion chromatography.

The monosaccharides released during *Butyrivibrio* monoculture and coculture growth were determined using a HPIC method (55). Culture samples from the eight time intervals (0, 2, 4, 6, 8, 10, 12 and 16 h) were used for analysis, and the HPIC system used was the DIONEX ICS-5000 system (Thermo Fisher Scientific). Data analysis was performed with Chromeleon software (Thermo Fisher Scientific). Using a two-tailed, unpaired Student's *t* test, differences between sample means were considered statistically significant if the *P* value was <0.05. Quantitative analyses were carried out using standard solutions of the monosaccharides arabinose (Sigma-Aldrich), fucose (Sigma-Aldrich), galactose (Sigma-Aldrich), glucose (VWR International Ltd., Poole, UK), rhamnose (VWR), and xylose (VWR).

### Growth curves for *Butyrivibrio* strains grown on mixtures of the component sugars of xylan and pectin.

B. hungatei MB2003 and B. proteoclasticus B316^T^ were cultured anaerobically, under a CO_2_ atmosphere, at 39°C in prewarmed RM02 medium supplemented with either 0.5% (wt/vol) xylan from oat spelt or apple pectin component sugars as the main carbohydrate source. The monosaccharide components (mole percent) of xylan were d-glucose (15%), l-arabinose (10%), and d-xylose (75%), as described (63). The monosaccharide components (mole percent) of pectin were d-galacturonic acid (70%), d-glucose (5%), d-galactose (8%), l-arabinose (2%), l-fucose (9%), and l-rhamnose (3%), as described (64). All monosaccharides were obtained from Sigma-Aldrich. Culture purity was verified via wet mounting and Gram staining. Cells were subcultured twice consecutively in triplicate with the respective growth medium, to ensure complete adaptation to the carbohydrate growth source. The OD_600_ was monitored using an Ultrospec 1100 Pro spectrophotometer (GE Healthcare) over a period of 24 h.

### Differential gene expression.

Total RNA libraries of 200-bp inserts were sequenced with Illumina HiSeq 2000 technology at the Beijing Genomics Institute. Paired-end sequencing with 90-bp reads was performed. Sequence data from the Beijing Genomics Institute had been filtered using DynamicTrim (65) to remove reads containing ≥10% unreadable bases or ≥20% low-quality (≥Q20) bases, as well as any reads with quality scores of ≤Q28, adapter contamination, or duplicate read pairs, and the quality of the sequence data before analysis was assessed using FastQC (66). Bowtie 2 (67) was used with default parameters to remove any sequence reads aligning with rRNA, tRNA, and noncoding RNA sequences. Reference-based transcriptome assembly (68, 69) was performed because high-quality genome sequences were available for both B. hungatei MB2003 (20) and B. proteoclasticus B316^T^ (14). Rockhopper (70, 71) was used with the remaining reads to identify differential expression in monoculture and coculture growth of B. hungatei MB2003 and B. proteoclasticus B316^T^ on xylan and pectin separately. The cutoffs used for a gene to be considered statistically a DEG in each bacterium in the monoculture versus coculture environments were a *Q* value of ≤0.05 and a log_2_ ≥2-fold change in expression. An overview of the RNA-seq *in silico* analysis is presented in Fig. S2.

### Statistical analysis of RNA-seq data.

Standard univariate and multivariate statistical tests were performed using R software to analyze the RNA-seq data sets (Table 1; also see Fig. S3 and Data Set S1). The Rockhopper output, containing the total number of aligned reads, also calculated the reads per kilobase of gene per million reads mapped (RPKM). A null hypothesis test based on a negative binomial distribution model was then performed (72, 73). Multiple tests were used to determine differential gene expression; *Q* values (or adjusted *P* values) that control for the FDR using the Benjamini-Hochberg procedure were also reported (74). Rockhopper was run for each set of FASTQ files separately, and the output data were grouped and compared, based on the treatments (xylan and pectin) relative to the growth conditions (monoculture versus coculture), for B. hungatei MB2003 and B. proteoclasticus B316^T^ separately.

Two forms of multidimensional scaling (75) were used to analyze the RNA-seq data, namely, nonmetric multidimensional scaling (76, 77) and metric scaling in the form of principal-coordinate analysis (PCoA) (78, 79). Bray-Curtis distances of the normalized counts were used to measure pairwise dissimilarity (80–82). Permutation multivariate analysis of variance (ANOVA) used distance matrices to define sources of variation among samples (83, 84). Correspondence analysis (CA) was utilized to explore the associations between groupings of samples (85). To test the strength of the *P* and *Q* values generated by the Rockhopper software, the Kruskal-Wallis ANOVA by ranks of the *P* values was performed on the normalized counts independently, to calculate the adjusted *P* values (86). This analysis incorporated the ANOVA *t* test, which is a nonparametric test investigating whether samples originated from the same distribution (87).

The full data set consisted of the merged monoculture and coculture transcripts of B316^T^ and MB2003 for both xylan and pectin growth conditions. Resulting *P* values from the ANOVA and *t* tests were corrected for multiple comparisons using the Benjamini-Hochberg method (74), into *Q* values. These *P* values from all statistical analyses were merged together and compared with *P* and *Q* values from the Rockhopper software for the xylan and pectin subsets separately, to determine significantly differentially expressed genes that complied with all analyses (Benjamini-Hochberg-method-adjusted ANOVA *t* test, *P* < 0.05; Benjamini-Hochberg-method-adjusted Kruskal-Wallis ANOVA by ranks, *P* < 0.05). Conservative thresholds of FDR *Q* value of <0.05, Kruskal-Wallis-test-adjusted *P* value of <0.05, and ≥2-fold log_2_-transformed signal intensity difference were used to define DEGs (Fig. S3). The numbers of significant DEGs (log_2_ ≥2-fold difference) for the monoculture and coculture conditions obtained using the FDR (*Q* < 0.05) and Kruskal-Wallis test (*P* < 0.05) cutoffs are shown in Table 1.

### Accession number(s).

Annotated B. hungatei MB2003 and B. proteoclasticus B316^T^ genomes were submitted to GenBank under GenBank accession numbers CP017831, CP017830, CP017832, CP017833, CP001810, CP001811, CP001812, and CP001813. The RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) and are accessible through GEO accession number GSE120544.

## Supplementary Material

Supplemental file 1

Supplemental file 2

Supplemental file 3

Supplemental file 4

# Supplementary material for: Butyrivibrio hungatei MB2003 Competes Effectively for Soluble Sugars Released by Butyrivibrio proteoclasticus B316T during Growth on Xylan or Pectin
**Source:** Appl Environ Microbiol. 2019 Jan 23;85(3):e02056-18. doi: 10.1128/AEM.02056-18
**Supplement:** Supplemental file 1

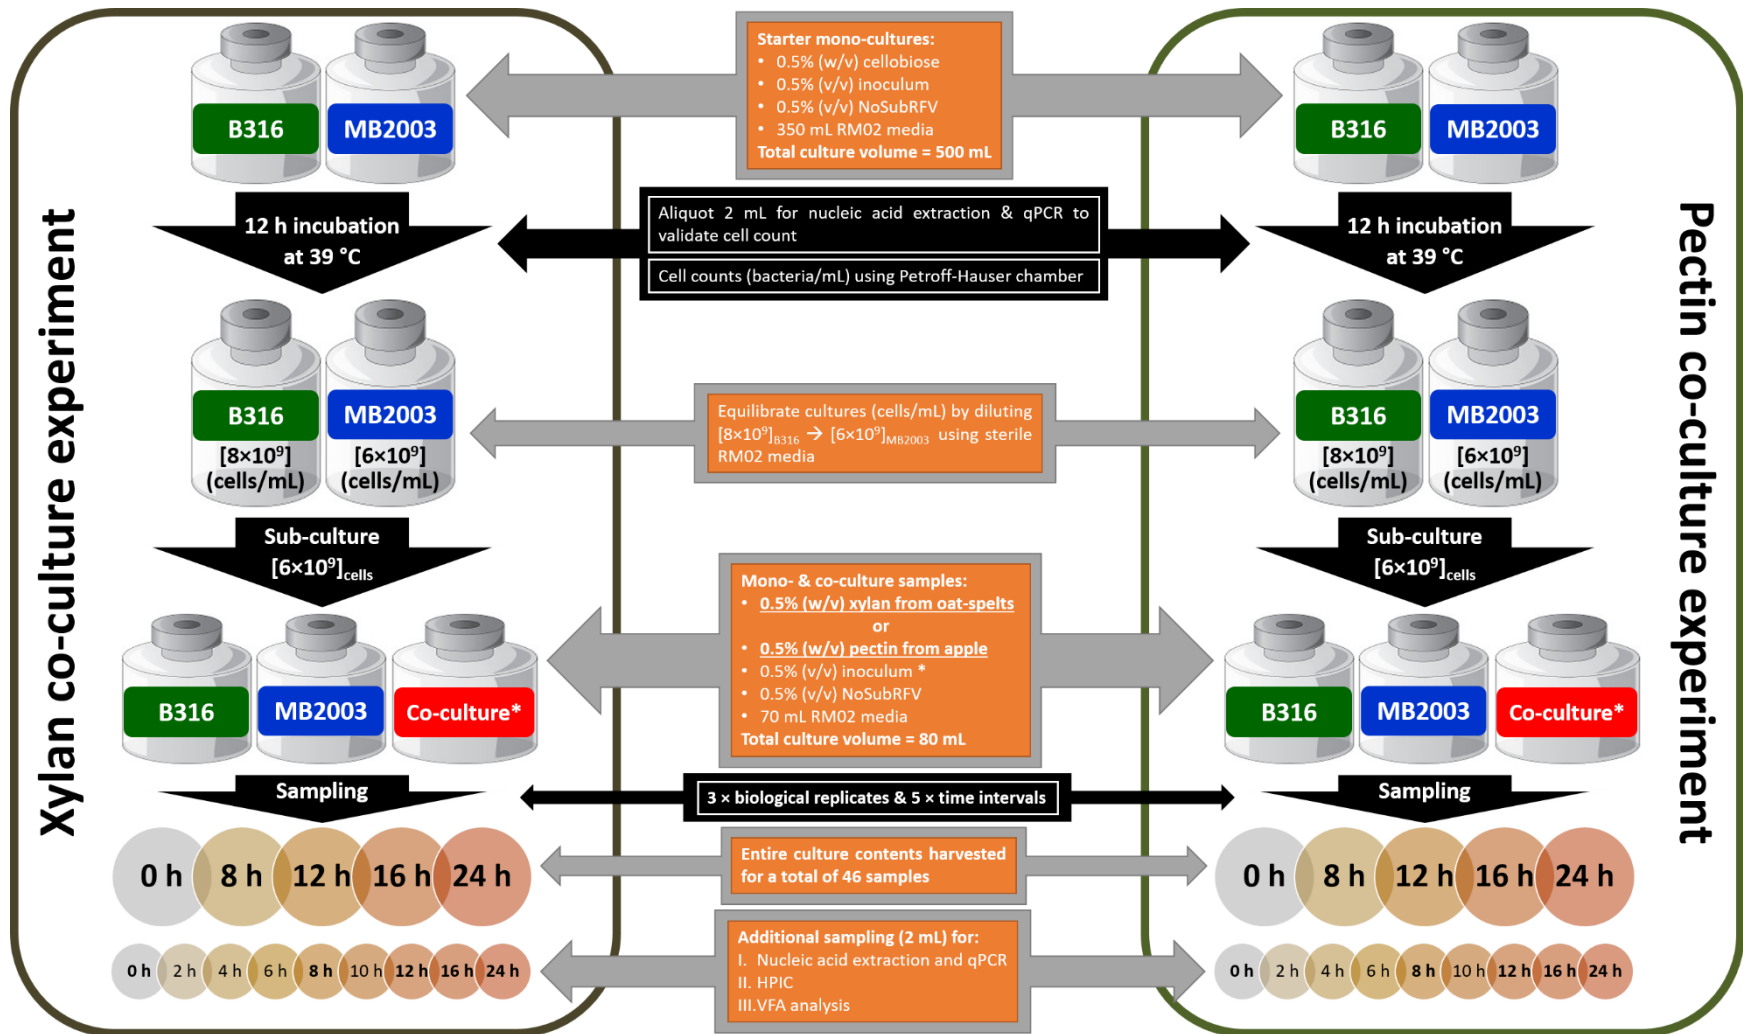

1
2 **Fig. S1.** Overview of *B. hungatei* MB2003 and *B. proteoclasticus* B316^T co-culture growth experiment. * 0.5% (v/v) co-culture inoculum
3 comprised of 0.25% (v/v) *B. hungatei* MB2003 and 0.25% (v/v) *B. proteoclasticus* B316^T inocula.

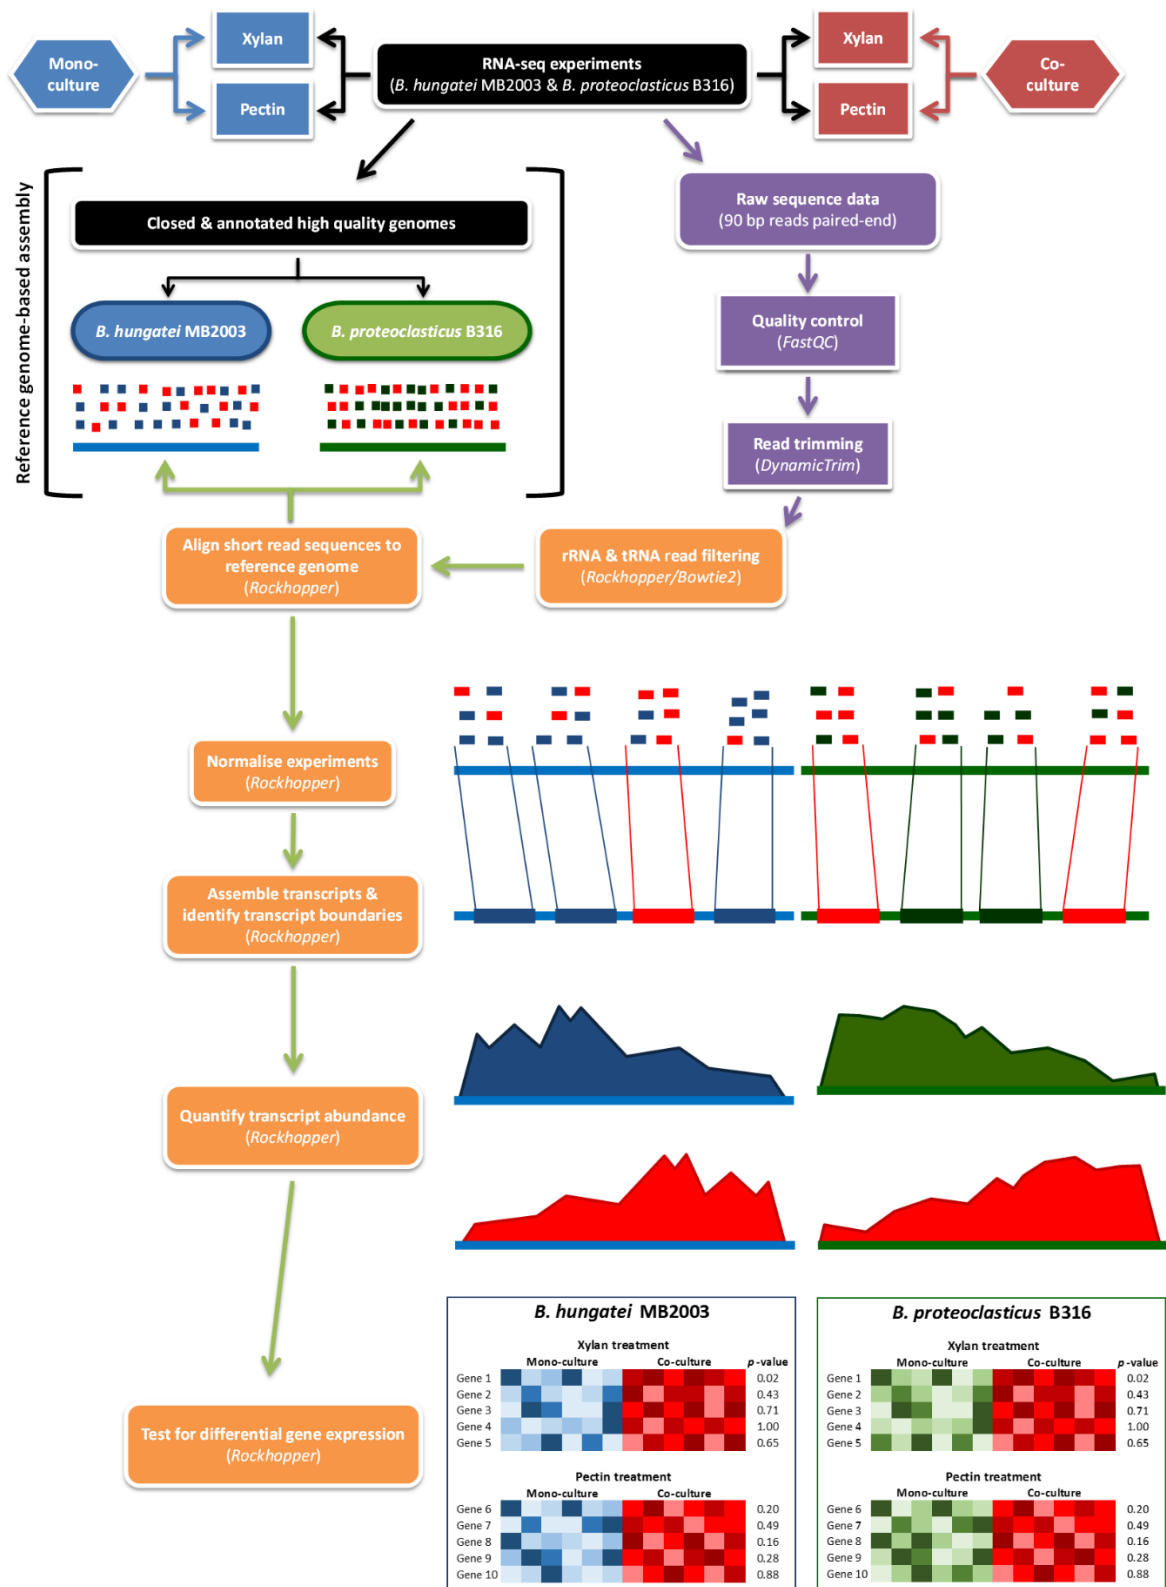

Fig. S2. Overview of the workflow for RNA-seq *in silico* analysis. Software and programmes used at each stage are *italicized* and shown in brackets.

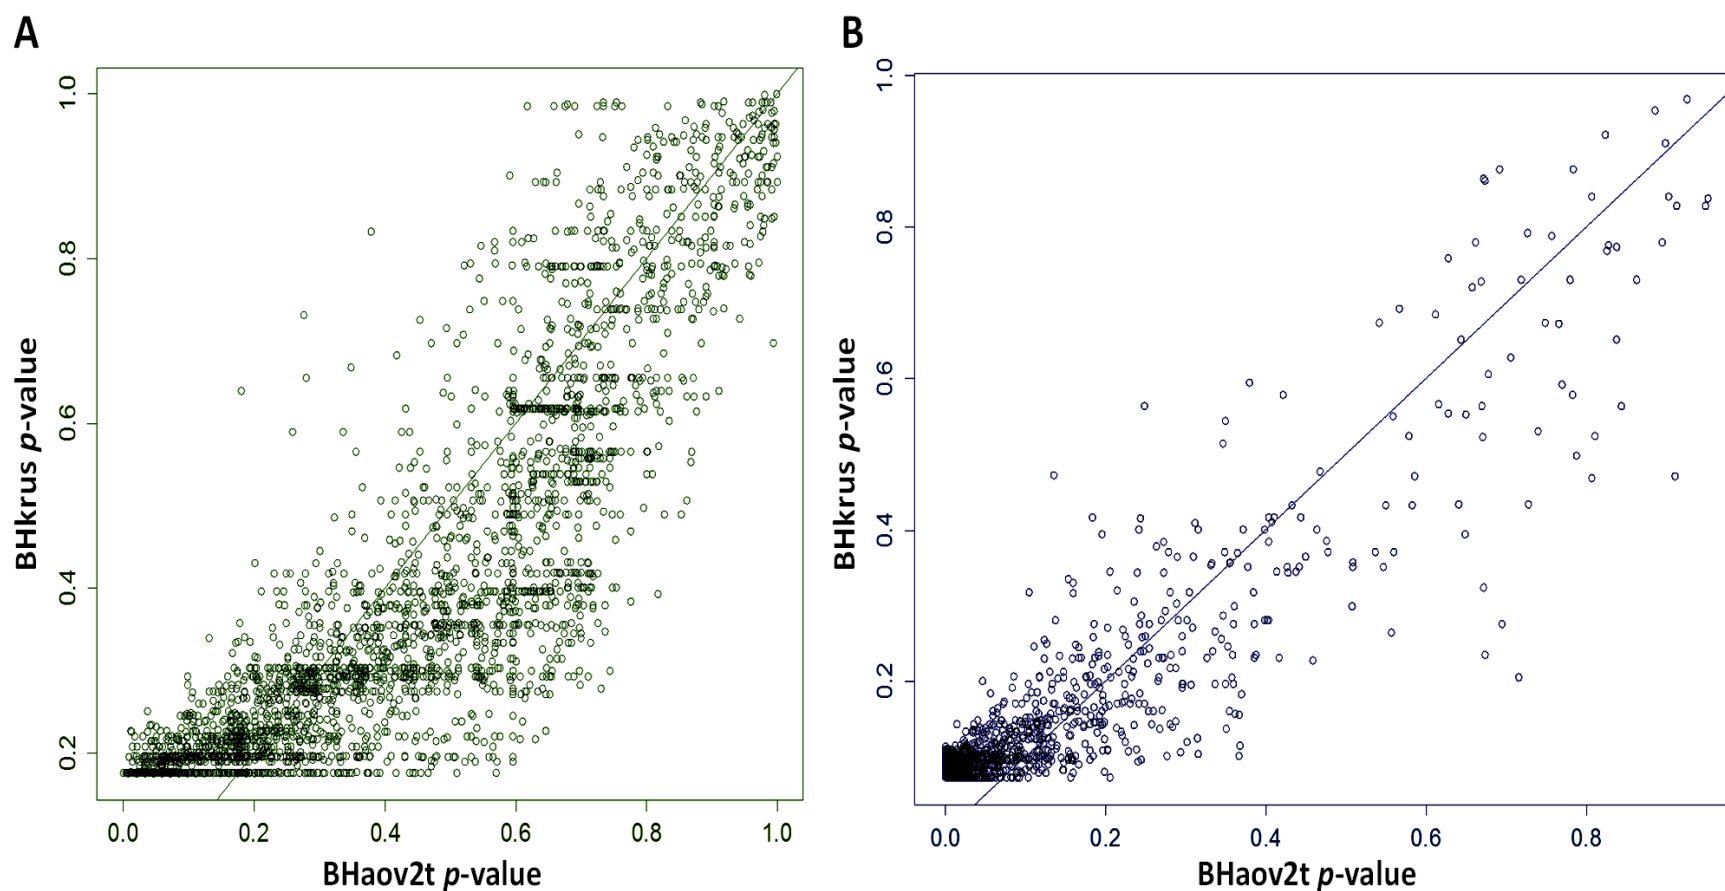

7
8 **Fig. S3.** Ordinate plots comparing BH-adjusted ANOVA and BH-adjusted KW analyses. A, *B. proteoclasticus* B316^T and B, *B. hungatei*
9 MB2003 xylan and pectin complete transcriptome datasets. Abbreviations: BHaov2t *p*-value, Benjamin Hochberg adjusted ANOVA *t*-
10 test *p*-values; BHkrus *p*-value, Benjamin Hochberg adjusted KW analysis of variance by ranks *p*-values.

Table S1. VFA analysis of mono- and co-cultures of *B. hungatei* MB2003 and *B. proteoclasticus* B316^T grown on xylan and pectin.

Substrate	Culture	VFA (mM) *					
		Acetate	SD	Butyrate	SD	Formate	SD
Xylan	<i>B. hungatei</i> MB2003	0.72	0.22	0.12	0.00	0.23	0.26
	<i>B. proteoclasticus</i> B316 ^T	1.38	0.36	1.94	0.04	6.14	0.04
	Co-culture	2.03	0.00	2.07	0.00	6.63	0.21
Pectin	<i>B. hungatei</i> MB2003	0.65	0.68	0.36	0.07	0.98	0.04
	<i>B. proteoclasticus</i> B316 ^T	6.73	0.00	0.44	0.00	6.25	0.04
	Co-culture	4.85	0.29	0.60	0.07	4.85	0.63

*, The numbers represent the change in acetate, butyrate and formate production between inoculation and 12 h post inoculation, and are the means of three replicate cultures. SD, standard deviation of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

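RNA of 18 cultures in 6 groups of 3 was measured: *B. hungatei* MB2003 alone, *B. proteoclasticus* B316 T alone and both together, on 0.5% oat spelt xylan or 0.5% apple pectin, taken at 12 h. The authors trimmed the reads with DynamicTrim, checked them with FastQC, removed reads of rRNA, tRNA and noncoding RNA with Bowtie 2 at default parameters, and aligned, counted, normalized and tested the rest with Rockhopper, separately for each strain and substrate. The versions of these programs are not given in the sources used here. The 16 deposited tables give, for each annotated gene and each predicted RNA, counts per library that the authors left unnormalized, and these raw counts are the input of every test. The deposited tables also hold scores, the authors' Rockhopper normalized counts per library and RPKM and expression values per group rounded to whole numbers, which were not used here. The p-values and q-values in the deposited tables come from the authors' Rockhopper test of monoculture against coculture and were not used here.

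Counts of annotated genes were compared between coculture and monoculture within each strain and substrate in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit and glmQLFTest), with 3 libraries per group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2. The edgeR test gives no standard error, so it was taken as the absolute log2 fold change over the square root of the F statistic. The interaction of culture with substrate was tested over all 12 libraries of a strain, scaled together, at an adjusted p under 0.05. The 19 gene lists, chosen by gene name and product before the data were examined, were tested with camera of limma 3.58.1 at a preset correlation of 0.01 when at least 5 members were tested, with adjustment over all list tests. DESeq2 1.42.0 was the other test tool. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and the random seed was 20190115.

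Genes were named by a rule set before the data were examined. It takes each of the 92 genes that the paper names in its text, Table 2, Table 3 and Figs. 4 to 6, whose values in the paper had been seen. It takes, for each comparison, the 10 largest increases and 10 largest decreases among called genes that are not hypothetical, have no overlap between the groups and have a mean of at least 10 normalized counts in the higher group. It also takes the 4 called members with the largest change in each list and comparison. Other genes and transcripts named in the text, such as *polC*, were chosen after their values were seen. Gene totals per library ran from 12065 to 5291136 counts, and a fold against a group at 0 counts was bounded with 3 counts over the group. Ratios with 1 to 3 counts in a group carry a 95% counting interval.

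Alternatives set before the data were examined were DESeq2, upper-quartile factors, library totals, no filter on low counts, at least 10 counts in each library of a group, the replicate number as a block, all 12 libraries of a strain in one fit, chromosome genes alone, complete separation of the groups, other fold thresholds, an estimated correlation for the lists, other definitions of a detected or absent gene, and leaving out each library. Thinning of the MB2003 pectin monocultures and the use of predicted RNAs opposite to genes were added after seeing the data. The main tests were also run on simulated counts with known changes, and on other splits of the libraries. The predicted RNAs were left out of the library sizes and tests of genes. Growth, sugar and fatty acid measurements and the quantitative PCR are not analysed here.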

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

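The tests of the strand of the reads below were chosen only after the result was seen, as were the count of called opposite-strand transcripts and the thinning of the pectin monocultures.

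The response of MB2003 to coculture differed between pectin and xylan for 523 genes at an adjusted p under 0.05 in edgeR's interaction test, with a larger log2 value on pectin for 251 and a smaller one for 272. The direction depends on the scaling, with 95 larger and 974 smaller with library totals and 136 and 1181 with DESeq2. Of 100 drawn assignments of the culture labels within the substrates, out of 200, 2 gave a result as large, the real one included, with 590 as the highest other. These assignments take culture to have no effect on either substrate, so they cannot decide whether its effect differs between substrates. Among genes the paper names with more than 3 counts in each group, 7 differed. Their differences are the pectin minus the xylan log2 fold change of the fit of all 12 libraries, which lie 0.80 to 0.91 above those of the separate fits. The difference was positive for the cellodextrinase gene *cel9B* (bhn_I0847; 4.70 ± 0.51 SE), the sugar-binding protein gene bhn_I2222 (4.47 ± 0.68 SE) and the arabinofuranosidase gene *arf51C* (bhn_I1532; 3.51 ± 0.52 SE), all called higher in coculture on pectin, where on xylan *cel9B* and bhn_I2222 were not called. The pectin call of *cel9B* was lost with thinned monocultures (log2 fold change 1.42 on that fit's own scale). It was also positive for the oligoxylanase gene *xyn8A* (bhn_I1780; 4.22 ± 0.86 SE) and *gh2B* (bhn_I0203; 3.09 ± 0.73 SE), which were called lower in coculture on xylan and not called on pectin. It was negative for the glycoside hydrolase gene *gh31C* (bhn_I2221; -4.88 ± 0.65 SE) and the sugar-binding protein gene bhn_I1765 (-3.91 ± 0.78 SE), called higher in coculture on xylan. With library totals the differences of *arf51C* (0.89, adjusted p = 0.080), *xyn8A* (1.63, adjusted p = 0.085) and *gh2B* (0.44, adjusted p = 0.69) did not pass, nor that of *gh2B* with DESeq2 (1.04, adjusted p = 0.20). The counts of the pectin monocultures enter each of these differences, and with those libraries thinned to the depth of the cocultures 373 genes differed.

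Predicted RNAs on the strand opposite to genes, which the paper does not report on, also changed in coculture. Of those covering a gene over a share of at least 0.5 of its length, 63 MB2003 transcripts were called on xylan, 25 higher and 38 lower, and 6 on pectin, 2 higher and 4 lower. In B316 T, 0 were called by edgeR on either substrate, with 47 and 6 at an unadjusted p under 0.05. For MB2003 on xylan, 1 of the 10 splits of the libraries, the real one, gave as many, and the highest other gave 0. On pectin it was also 1 of 10, with 0 as the highest other, and for B316 T, whose real count of 0 any split equals, 10 of 10 gave 0 on each substrate. With 10 splits the share cannot fall under 0.05.

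Where a predicted RNA covered a gene, far more reads lay on the strand opposite to the gene than on its own. Libraries that do not keep the strand are excluded outside the MB2003 pectin monocultures, since the smallest median ratio of opposite-strand to own-strand reads over the other 21 sets of gene counts was 102. True antisense transcription of part of the genes is argued against on xylan, where the own-strand reads of all ribosomal protein, ATP synthase and glycolysis genes, under a predicted RNA or not, came to at most 1.27% of the reads of the predicted RNAs over them in the 6 libraries of each strain, while on pectin it cannot be told apart, since 1 predicted RNA lay over these genes. The candidate explanation that stays open is that reads of strand-keeping libraries were assigned to the other strand, since predicted RNAs opposite to B316 T rRNA and tRNA genes held at least 11.6 times the own-strand reads of all 68 such genes in each of the 12 libraries. The gene counts could then be a small, opposite part of each gene's reads, and log2 fold changes of the transcripts and of the genes they cover correlated at 0.78, 0.67, 0.76 and 0.77 (MB2003 on xylan and pectin, B316 T on xylan and pectin). In the same order, transcript and gene had the same sign for 75.4, 80.3, 76.1 and 66.7%. These values are over the 138, 61, 268 and 30 transcripts with at least 30 own-strand reads.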

How the results depend on the processing

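Thinning and opposite-strand transcripts were chosen after seeing the data, and the other alternatives before. Of the named gene results under the alternatives, 2689 kept their direction and side of the threshold, 16 became called, 69 lost their call and 0 reversed. Of the list results, 491 were the same, 15 became called, 28 lost their call and 2 reversed. Called MB2003 genes on xylan (120) were 190 with no filter on low counts, 204 with all 12 libraries in one fit, 330 at adjusted p alone, 275 at an absolute log2 fold change of at least 1, 63 as opposite-strand transcripts and 97 to 172 without 1 library. Library totals gave 83 higher and 39 lower. On pectin (2044) they were 1342 with all 12 libraries in one fit, 275 with thinned monocultures, 6 as opposite-strand transcripts and 568 to 1877 without 1 library. Upper-quartile factors could not be computed there. B316 T on xylan (0) had 1 with DESeq2 and 0 to 30 without 1 library, the highest without monoculture replicate 3. On pectin (0) it had 0 to 15, the highest without coculture replicate 2. The MB2003 interaction (523) was 1317 with DESeq2, 1069 with library totals, 325 with the replicate number as a block and 340 to 549 without 1 library. The B316 T interaction (0) was 6 without the filter and 0 to 9 without 1 library. Called lists (9) were 1 with an estimated correlation, 5 with upper-quartile factors, 5 without monoculture replicate 1 and 14 without coculture replicate 1. Genes seen only in MB2003 pectin monocultures (1443) were 97 with thinning (349 genes tested) and 262 to 1486 without 1 library. Fits of MB2003 on pectin without a monoculture library tested 300 to 361 of the 787 genes the paper called, against 783 in the main fit. Detected genes with a count in any library, 10 counts in each, or a count in each library of either group were 2680, 193 and 1742 for MB2003 on xylan, and 3002, 106 and 3002 on pectin. For B316 T on xylan any library gave 3640 and 10 counts 824, and on pectin the 3 definitions gave 2469, 93 and 847. The B316 T rRNA and tRNA list on xylan reversed without monoculture replicate 3 (adjusted p = 3.2e-11), its range being 3.2e-11 to 0.97. On pectin it reversed without coculture replicate 3 (adjusted p = 1.00; range 4.0e-05 to 1.00). Where no construction shows it, the cause was not tested. Replicates with the same number were not taken as pairs. Their deviations from the group correlated at 0.03 to 0.17 for MB2003 on xylan, 0.01 to 0.04 on pectin, -0.22 to 0.04 for B316 T on xylan and -0.07 to 0.44 on pectin, where the closest partner had the same number in 3, 3, 0 and 2 of 3 replicates. With the replicate number as a block, 121 and 1585 MB2003 genes and 0 B316 T genes were called on either substrate, 8 lists, and 1083 genes seen only in monoculture. Low counts left 519 of 3007 MB2003 genes tested on xylan and, of 3879 B316 T genes, 1559 on xylan and 259 on pectin.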

Differences from the paper's values

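The paper's thresholds were q under 0.05, Kruskal-Wallis p under 0.05 and a log2 value of 2, and those here are edgeR's adjusted p and the same log2 value, so the counts differ in test. Alternatives named below were set before the data were examined unless the text says otherwise. The paper's 17 called B316 T genes on xylan are 0 here (140 at an unadjusted p under 0.05 and 1 called by DESeq2), and no alternative comes within 1.5 times the paper's count, although 30 genes are called without monoculture replicate 3, 2 of the paper's 17 among them. The paper has 10 higher in monoculture and 7 in coculture, both 0 here, and without monoculture replicate 3 these are 11, within range, and 19. The 19 include 16S and 23S rRNA genes and a Leu tRNA gene. The paper's 56 called B316 T genes on pectin are 0 here (21 at an unadjusted p under 0.05 and 0 called by DESeq2), again with no alternative reaching them. The paper has 49 higher in monoculture and 7 in coculture, both 0 here, and without coculture replicate 2 the second reaches 6. The 6 include 16S rRNA genes. At the paper's FDR *Q* value under 0.05 alone, set beside edgeR's Benjamini-Hochberg adjusted p alone, the paper's 184 and 238 B316 T genes on xylan and pectin are 0 and 0 here, and no alternative reaches them.

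The paper's 307 called MB2003 genes on xylan are 120 here, and come within range at adjusted p alone and at an absolute log2 fold change of at least 1. The paper's 215 higher in monoculture are 60 here (within range at adjusted p alone) and its 92 higher in coculture are 60 (within range with library totals, no filter, all 12 libraries in one fit, without any 1 coculture library and at an absolute log2 fold change of at least 1). At the *Q* value alone the paper has 556, and at adjusted p alone the value here is 330, with no alternative within range. Of the paper's 307 listed genes, 126 were tested, all 126 with the same sign, and 112 were called, or 180 with no filter on low counts and 181 with all 12 libraries in one fit.

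On pectin the paper's 787 called MB2003 genes are 2044 here, its 725 higher in monoculture 1888, both within range without any 1 monoculture library, and its 62 higher in coculture 156. The last comes within range with DESeq2, library totals and without monoculture replicate 1 or 3, and with thinned monocultures, chosen after seeing the values. The paper's 1195 genes at the *Q* value alone are 2172 here at adjusted p alone, within range with the replicate number as a block, all 12 libraries in one fit and without monoculture replicate 2. Of the paper's 787 genes, 783 were tested, all with the same sign, and 725 were called. Without monoculture replicate 1, 2 and 3, 300, 361 and 325 of them were tested. Counts within range without a monoculture library therefore come from far fewer tested genes. The paper has 3000 detected genes against 431 here, within range when a count in any library or in each library of either group is enough. The paper has 107 genes seen only in monoculture against 1443 here. No alternative set before the data were examined comes within range, and thinned monocultures, chosen after seeing the values, give 97 among 349 tested genes and drop 98 of the paper's 107. The CAZyme and sugar ABC transporter counts here are over lists made by gene name and product, with 86 and 82 members tested on pectin. The paper uses its own annotation, so the gene sets can differ as well as the test. The paper's 14 CAZymes called on xylan are 6 here (within range with all 12 libraries in one fit). Its 42 on pectin are 73 (within range with all 12 libraries in one fit and without any 1 monoculture library), and its 17 sugar ABC transporter genes on pectin are 49 (within range without any 1 monoculture library).

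The log2 fold changes below are given in the direction of the paper's. On xylan for bhn_III78 the paper's value is 2.69 and the value here 2.15, which came within the error of the paper's with DESeq2, upper-quartile factors, all 12 libraries in 1 fit, without monoculture replicate 1, 2 or 3, without coculture replicate 2 or 3. For bhn_I0972 the paper's value is 3.32 and the value here 3.62, which came within the error of the paper's with upper-quartile factors, no filter on low counts, all 12 libraries in 1 fit, without monoculture replicate 1, 2 or 3, without coculture replicate 2. For bhn_I1845 the paper's value is 2.59 and the value here 2.88, which came within the error of the paper's with DESeq2, upper-quartile factors, no filter on low counts, all 12 libraries in 1 fit, without monoculture replicate 1, 2 or 3, without coculture replicate 1 or 2. For bhn_I1532 the paper's value is 2.25 and the value here 2.53, which came within the error of the paper's with DESeq2, upper-quartile factors, no filter on low counts, all 12 libraries in 1 fit, without monoculture replicate 1, 2 or 3, without coculture replicate 3. For bhn_I2132 the paper's value is 2.12 and the value here 2.45, which came within the error of the paper's with DESeq2, upper-quartile factors, no filter on low counts, replicate block, all 12 libraries in 1 fit, without monoculture replicate 1, 2 or 3, without coculture replicate 1 or 2.

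On pectin for bhn_I0183 the paper's value is 3.77 and the value here 4.63, which came within the error of the paper's with replicate block, all 12 libraries in 1 fit, without coculture replicate 2 or 3. For bhn_I2771 the paper's value is 3.68 and the value here 4.58, which came within the error of the paper's with replicate block, all 12 libraries in 1 fit, without coculture replicate 1 or 2. For bhn_I0169 the paper's value is 3.41 and the value here 4.35, which came within the error of the paper's with replicate block, all 12 libraries in 1 fit, without coculture replicate 1 or 3. For bhn_I1967 the paper's value is 3.04 and the value here 4.33, which came within the error of the paper's with all 12 libraries in 1 fit, without coculture replicate 1 or 3. For bhn_I2715 the paper's value is 2.68 and the value here 4.14, which came within the error of the paper's with all 12 libraries in 1 fit. For bhn_I1956 the paper's value is 2.42 and the value here 3.47, which came within the error of the paper's with replicate block, all 12 libraries in 1 fit, without coculture replicate 2 or 3. For bhn_I0644 the paper's value is 2.42 and the value here 3.87, which came within the error of the paper's with all 12 libraries in 1 fit.

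Several genes the paper calls had too few counts to be tested here. On xylan these are *xsa43A* (bpr_I0302) of B316 T and *cel9A*, *est4C*, bhn_I2238, *pgl28B*, *xsa43D*, *lyc25B*, *agn53A*, bhn_I0973, *est4D* and *cel5A* of MB2003. With no filter on low counts *cel9A* is called (adjusted p = 0.034), and with all 12 libraries in one fit *cel9A* (adjusted p = 0.0072), *est4C* (0.0086), bhn_I2238 (0.029), *pgl28B* (0.021) and bhn_I0973 (0.017) are called. On pectin they are bpr_I0306, bpr_I0117, bpr_I1616, bpr_I2860, bpr_I2264 and bpr_III242 of B316 T, and *est4A* (bhn_III72) of MB2003 was tested and not called, except with DESeq2 and library totals. The paper lists *agn53A* as its most raised coculture CAZyme gene on xylan, where it had 1 count over the monocultures and 3 over the cocultures here. The q-values of the paper's lists exceed 1 for 68 MB2003 genes on xylan and 361 on pectin, which a q-value cannot.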

Other observations

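All tests of explanations below except those of genomic DNA, of thinning B316 T against coculture replicate 3 and of other splits were chosen only after the result was seen.

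Opposite-strand transcripts of MB2003 on xylan were taken after seeing the data, and 25 of 185 tested were called higher in coculture and 38 lower. No list of them was tested for enrichment. Of 12 tested over ribosomal protein genes, 9 were called lower in coculture (median log2 fold change -3.54), with 0 higher, among them the transcript over L28 (bhn_I1396; -5.05 ± 0.44 SE). All 4 over chaperone genes were called higher (median 2.23), and of 17 over sugar ABC transporter genes 4 were called higher, 1 lower and 12 not called. The transcript over the xylose-binding protein gene bhn_I0972 had a log2 fold change of 3.37 and that over *fliC* bhn_I2354 2.48. Both over glycolysis genes were lower (median -2.93), and of 26 over motility genes 2 were higher and 3 lower (median 0.06).

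In MB2003 on xylan, 5 of 55 regulators were called higher and 3 lower, or 7 and 2 with library totals (11 and 18 over the list alone; median -0.22, and 0.21 with library totals; camera adjusted p = 0.99). Genes of no known function had 11 of 119 higher and 12 lower, or 17 and 7 with library totals (median -0.21, and 0.22 with library totals; adjusted p = 0.73), transposases and phage genes 1 of 5 lower and 0 higher, or 0 and 2 with library totals (median 0.81; adjusted p = 0.73), and glycosyl transferases 1 of 4 lower. Nucleotide synthesis had 1 of 3 tested genes higher, pentose use and galacturonate and galactose use 1 tested gene each with none called, and fatty acid synthesis 0 tested genes. On pectin 14 of 173 regulators were higher and 85 lower, or 8 and 113 with DESeq2 or library totals (median -2.87, or -0.82 with genes at 0 at their bound; adjusted p = 0.051), 59 of 784 genes of no known function higher and 426 lower, or 35 and 593 with DESeq2 and 38 and 598 with library totals (median -10.17 or -0.86; adjusted p = 0.15), and 2 of 19 transposases and phage genes higher and 12 lower, or 0 and 15 with DESeq2 or library totals (median -3.11 or -1.18; adjusted p = 0.74).

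No other B316 T list on xylan had a member called by edgeR, with 140 of all 1559 genes at an unadjusted p under 0.05 and 1 called by DESeq2. The ribosomal proteins list had 30 tested genes (median 0.15, camera adjusted p = 0.83). For aminoacyl-tRNA synthetases it was 14 (median -0.02, adjusted p = 0.95). The glycolysis list had 10 tested genes (median 0.12, camera adjusted p = 0.99). For butyrate, acetate and formate formation it was 12 (median 0.05, adjusted p = 0.95). The pentose use list had 5 tested genes (median 0.09, camera adjusted p = 0.69). For galacturonate and galactose use it was 7 (median -0.29, adjusted p = 0.43). The nucleotide synthesis list had 12 tested genes (median 0.20, camera adjusted p = 0.69). For fatty acid synthesis it was 5 (median 0.56, adjusted p = 0.063). The DNA replication and repair list had 28 tested genes (median -0.35, camera adjusted p = 0.12). Glycosyl transferases (44), regulators (103) and genes of no known function (407) had medians of -0.00, -0.01 and 0.02 (adjusted p = 0.95, adjusted p = 0.95 and adjusted p = 0.69). Medians of the aminoacyl-tRNA synthetases, glycosyl transferases and regulators turned positive with upper-quartile factors, and those of the butyrate list and genes of no known function negative with library totals. On pectin the regulators (15; median -0.18, adjusted p = 0.99) and genes of no known function (90; median -0.20, adjusted p = 0.091) had no member called, and 1 chaperone and 1 glycosyl transferase gene were higher over lists of 2.

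The MB2003 pectin monocultures counted nearly every gene. Deeper counting alone is excluded, since thinned to the depth of the cocultures they still counted 3.21 times as many genes. Broad transcription is argued against in replicates 1 and 3, whose larger median ratio of opposite-strand to own-strand reads was 2.30, while in the other libraries it was at least 102. Replicate 2, at 26.4, cannot be told apart by this ratio, which lies between the values for either case. A candidate explanation is genomic DNA in these libraries, since genes without a read in the other 9 MB2003 libraries had 1.22 times the median read density of the other genes, although the authors treated the RNA with DNase.

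B316 T in pectin coculture replicate 2 lay nearer to the monocultures than in coculture replicates 1 and 3, and without it 15 genes were called. Fewer counts in replicate 3 is excluded, since after thinning to the smallest total the mean correlation of replicate 2 with the monocultures was still 0.107 above that of replicate 3 (SD over draws 0.00804). For replicate 1 fewer counts cannot be told apart, since the difference was only 0.0295 before thinning and 0.0211 after. A mislabelled B316 T monoculture is excluded, since 39.7% of the reads of both strains in it were MB2003's. Fewer MB2003 cells in that culture may be the cause, since all 3 of 3 pectin cocultures were in opposite order of MB2003 read share (62.2, 39.7 and 72.2%) and of that correlation, but 3 cultures are too few to tell.

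With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For called MB2003 genes on xylan 1 split, the real one, gave as many as 120 and the highest other 0; on pectin 1 gave as many as 2044 and the highest other 1; for genes seen only in monoculture 1 gave as many as 1443 and the highest other 0. For called B316 T genes all 10 splits gave 0 on each substrate, as the real one did, and do not bear on chance. For the gene lists 4 of 10 splits gave as many as 9 and the highest other 12. For the B316 T interaction the real count was 0, which all 100 of 100 drawn assignments reach by construction, so they do not bear on chance, and the highest gave 15.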
